# A microarray analysis of sex- and gonad-biased gene expression in the zebrafish: Evidence for masculinization of the transcriptome

**DOI:** 10.1186/1471-2164-10-579

**Published:** 2009-12-03

**Authors:** Clayton M Small, Ginger E Carney, Qianxing Mo, Marina Vannucci, Adam G Jones

## Abstract

**Background:**

In many taxa, males and females are very distinct phenotypically, and these differences often reflect divergent selective pressures acting on the sexes. Phenotypic sexual dimorphism almost certainly reflects differing patterns of gene expression between the sexes, and microarray studies have documented widespread sexually dimorphic gene expression. Although the evolutionary significance of sexual dimorphism in gene expression remains unresolved, these studies have led to the formulation of a hypothesis that male-driven evolution has resulted in the masculinization of animal transcriptomes. Here we use a microarray assessment of sex- and gonad-biased gene expression to test this hypothesis in zebrafish.

**Results:**

By using zebrafish Affymetrix microarrays to compare gene expression patterns in male and female somatic and gonadal tissues, we identified a large number of genes (5899) demonstrating differences in transcript abundance between male and female *Danio rerio*. Under conservative statistical significance criteria, all sex-biases in gene expression were due to differences between testes and ovaries. Male-enriched genes were more abundant than female-enriched genes, and expression bias for male-enriched genes was greater in magnitude than that for female-enriched genes. We also identified a large number of genes demonstrating elevated transcript abundance in testes and ovaries relative to male body and female body, respectively.

**Conclusion:**

Overall our results support the hypothesis that male-biased evolutionary pressures have resulted in male-biased patterns of gene expression. Interestingly, our results seem to be at odds with a handful of other microarray-based studies of sex-specific gene expression patterns in zebrafish. However, ours was the only study designed to address this specific hypothesis, and major methodological differences among studies could explain the discrepancies. Regardless, all of these studies agree that transcriptomic sex differences in *D. rerio *are widespread despite the apparent absence of heterogamety. These differences likely make important contributions to phenotypic sexual dimorphism in adult zebrafish; thus, from an evolutionary standpoint, the precise roles of sex-specific selection and sexual conflict in the evolution of sexually dimorphic gene expression are very important. The results of our study and others like it set the stage for further work aimed at directly addressing this exciting issue in comparative genomics.

## Background

The evolution of phenotypic differences between males and females, which are often spectacular, has been a subject of intense scrutiny since Darwin [1]. Several well-studied, often-integrated forms of sexual dimorphism include morphological [1], behavioral [2], and physiological [3] differences. Clearly, the evolutionary mechanisms ultimately responsible for sexual dimorphism (i.e., sexual selection [4], sex-specific ecological selection [4], and sexual conflict [5]) are of great interest. However, a complete understanding of these processes is impossible without knowledge of the proximate genetic and genomic underpinnings of sex-limited phenotypes.

Several proximate mechanisms can account for the phenotypic differences between males and females. For instance, fixed genetic differences between males and females via heteromorphic sex chromosomes [6] or a sex-determination locus provide one basis for sexual dimorphism. In this case, the two sexes possess partially distinct genomes. However, phenotypic sexual dimorphism may also be mediated by sex differences in gene *expression *when a key transcript differs in abundance between males and females. These two mechanisms are by no means mutually exclusive, as sex-specific aspects of the genome result in downstream sex differences in gene expression at sex-shared loci, especially when the original sex-unique genes are highly pleiotropic (e.g. they affect multiple developmental pathways). Sexes need not have distinct genomes for sexual dimorphism to exist, however, because species characterized by environmental sex determination nevertheless maintain a considerable degree of sex-based phenotypic differentiation with respect to primary and often secondary sexual traits [7-9]. In these cases of non-genetic sex determination, sex differences in gene expression are obviously important sources of sexual differentiation and dimorphism.

Some interesting gene expression patterns with regard to sex have been reported over the past several years, initially in *Drosophila melanogaster *and later in other taxa (see a recent review of sex-biased gene expression by Ellegren and Parsch [10]). One observation is that of those genes that demonstrate sex-biases in expression level, more tend to be male-enriched than female-enriched [11-15] (but see [12,16]). This high level of observed sexual dimorphism in gene expression is mostly attributable to differences between testis and ovary [11]. Furthermore, male-enriched genes are more divergent in their expression levels among species than are female-enriched or sex-unbiased genes [17]. These patterns, in addition to the discovery that male-enriched genes also demonstrate faster rates of DNA sequence evolution relative to female-enriched and sex-unbiased genes [18], have been interpreted as a general signature of stronger sexual selection on males. This "male sex drive" hypothesis, formally proposed by Singh and Kulathinal [19], is consistent with findings across several animal taxa. However, additional independent tests of this hypothesis should be carried out before it is accepted as a general pattern of evolution.

In this study we take advantage of the zebrafish as a model of vertebrate reproduction to test predictions under the male sex drive hypothesis. Environment, hormones, and genetic components likely influence sex differentiation in *Danio rerio*, but the precise roles and interactions of these factors with respect to reproductive development remain unclear [20,21]. Takahashi [22] originally described zebrafish gonad differentiation as a transition from a two-weeks-post-fertilization ovary-like precursor to either the mature ovary or the highly differentiated testis. This transition from ovary-like precursor to testis in males is mediated by oocyte apoptosis, which is generally complete by 29 days post-hatching [23]. More recently it has been shown that some male zebrafish exhibit few ovary-like features and lack ovary-typical gene expression during gonadal development [24]. In fact, males vary dramatically in the developmental timing and abundance of ovarian features (genetic and morphological) leading up to testis formation, and there is even substantial variation within sibling groups [21]. Sexual maturity in zebrafish is attained well after gonad differentiation, and usually is complete when individuals reach 23-25 mm standard length (approximately 75 days post-hatching for domesticated strains) [25].

One advantage to zebrafish is that Affymetrix GeneChip^® ^technology is readily available, permitting the assessment of large-scale patterns of expression in adults and their gonads. The Zebrafish Genome Array design is based on sequence information from RefSeq (July 2003), GenBank (release 136.0, June 2003), dbEST (July 2003), and UniGene (Build 54, June 2003). With approximately 14,900 transcripts represented on the array, this technology can provide a representative sample of sex differences in gene expression patterns. Our goal was to compare gene expression patterns between testes and ovaries as well as between male and female somatic tissue. A collateral benefit to these comparisons was that we were also able to identify genes within each sex that were up- or downregulated in the gonads. Under the male sex drive hypothesis, we expected more genes upregulated in males relative to females. We predicted many of these genes to be gonad specific, but also expected to find some genes expressed at different levels in the somatic tissues of males compared to females.

While our study is the first to explicitly address the male sex drive hypothesis in *Danio rerio*, several recently published microarray studies of gene expression in zebrafish have addressed aspects of sexually dimorphic gene expression and gonad specific expression patterns. In general these studies have revealed that the quantities of particular transcripts often differ significantly in adult males and females, at the level of the whole body [26], the gonads [27,28], the brain [28,29], the liver [30], and other tissues [28]. However, these studies do not necessarily agree with ours on all points related to patterns relevant to the evolution of sex-biased gene expression in zebrafish, so we will return to this topic in the discussion.

## Methods

### Affymetrix GeneChip^® ^preparation

We allowed eight mating pairs of wild-type (AB laboratory strain) *Danio rerio *to spawn under controlled laboratory conditions and subsequently separated the sexes for a period of 5 days to prevent re-mating and standardize reproductive cycles. To minimize inter-individual differences among the fish, all subjects were full siblings, between 4 and 12 months old. After sacrificing each individual by ice bath euthanasia, we quickly excised all testicular tissue from males and all ovarian tissue from females. All methods were approved by Texas A&M University's Institutional Animal Care and Use Committee (AUP2005-76). Tissues were flash-frozen in TRIzol^® ^Reagent (Invitrogen), and total RNA isolation was performed in accordance with the manufacturer's guidelines. Following quantification and quality assessment, total RNA samples from 3 testis pairs, 3 male bodies, 3 ovary pairs, and 3 female bodies were sent to the University of Kentucky Microarray Core Facility for cRNA labeling and hybridization to 12 GeneChips^® ^using standard Affymetrix protocols (described in the GeneChip^® ^Expression Analysis Technical Manual). Briefly, total RNA was reversed transcribed, followed by production of biotinylated cRNA. After a fragmentation step the biotinylated cRNA was hybridized to the arrays for a period of 16 hours. The samples were then stained with streptavidin phycoerythrin and amplified using a biotinylated anti-streptavidin antibody prior to scanning.

### Absolute expression analyses

The GeneChip^® ^Zebrafish Genome Array contains ~15,500 probe sets, each set consisting of 16 adjacent but non-overlapping probe pairs. These probe pairs are 25 bases long, each pair containing one probe (*PM*) that perfectly matches the target transcript and another probe (*MM*) that mismatches the target sequence at a single base pair. The presence of a mismatch probe is intended to control for background noise caused by hybridization of non-target molecules. To convert array image information into transcript abundance values, we employed four different "absolute expression analysis" algorithms. Each of these analysis methods was used to generate a distinct dataset from a given chip image file. We applied standard normalization procedures to raw data prior to analysis, as suggested by each respective program manual. Normalized expression values for all absolute analyses across all experimental replicates, along with other pertinent microarray details, have been deposited into the NCBI Gene Expression Omnibus (GEO) under accession number GSE14979.

#### GCOS

The algorithm implemented in the GCOS software package (Affymetrix), uses the one-step Tukey's biweight mean of *PM*_*i *_- *CT*_*i *_across *i *probe pairs, where *PM *is the intensity of the perfect match probe cell, and *CT *is the "contrast value" [31,32]. *CT *is most often equal to *MM *(the intensity value of the mismatch probe cell), but if many probe pairs within a set demonstrate *MM *values larger than their corresponding *PM *values, an adjusted value is used for *CT *to eliminate the computation of negative expression values [33]. This algorithm is therefore a simple calculation based on subtracting background noise from the putative "true signal."

#### GC-RMA

We also used the GC-RMA (GC Robust Multi-Array Analysis) algorithm, as implemented in the microarray analysis software package GeneSpring GX 7.3.1 (Agilent). The GC-RMA algorithm is based on a linear additive model, and thus considers all arrays in a given dataset when estimating expression values for each chip, unlike the GCOS algorithm. The basic linear model is described by Wu et al. [34], and assumes that *Y*_*gij *_= *O*_*gij *_+ *N*_*gij *_+ *S*_*gij*_, where *Y*_*gij *_is the *PM *intensity value for probe *j *in probe set *g *on array *i*. *O*_*gij *_is the corresponding "optical noise" due to laser scanning errors, *N*_*gij *_is the corresponding "non-specific binding noise," and *S*_*gij *_is a quantity proportional to the actual abundance of target transcript in a sample (which allows for estimation of the "true" expression value). The GC-RMA algorithm uses many parameters from the observed data in all arrays to estimate components of *N*_*gij *_and *S*_*gij*_, then it fits the model to calculate expression values [34].

#### PM-MM, PM-Only

Two additional model-based approaches, available in the analysis package dChip [35,36], were also used to generate expression values. The PM-MM model assumes that for every probe set in a group of *i *arrays, *PM*_*ij *_- *MM*_*ij *_= *θ*_*i *_*φ*_*j *_+ *ε*_*ij*_, where *PM*_*ij *_and *MM*_*ij *_are the perfect match and mismatch intensities for probe pair *j *in array *i*, *θ*_*i *_is the expression index for the probe set in array *i *(the value of interest), *φ*_*j *_is a coefficient that represents the relationship between probe pair *j *cell intensities and actual target concentration, and *ε*_*ij *_is the model's error term [33,35,36]. Similar to GC-RMA, the PM-MM algorithm uses information from all chips in a dataset, and then the model is fit to estimate the expression value for each probe set on each chip. The PM-Only algorithm is similar to PM-MM, but the mismatch intensities are completely ignored in the model: *PM*_*ij *_= *θ*_*i *_*φ*_*j*_+ *ε*_*ij*_. This alternative model was created to avoid the occasional calculation of negative expression values when *MM *probe intensities are high compared to *PM *intensities [35,36].

### Comparative expression analyses

To compare absolute expression values between different treatment groups, detect differential transcript levels, and estimate fold changes, we conducted standard t-tests using the Cyber-T web interface [37]. This approach yielded 4 sets (one per absolute expression algorithm) of results for each of the following comparisons: male body vs. female body, testis vs. ovary, testis vs. male body, and ovary vs. female body. To control for the statistical problem of performing ~15,000 t-tests per comparison, we set a false discovery rate (FDR) of 0.05, as described by Benjamini and Hochberg [38], for each analysis. To decide whether a gene for a given comparison was to be considered "differentially expressed," we adopted a "strict consensus" criterion wherein the gene was required to demonstrate a significant FDR-adjusted p-value across all 4 absolute analysis datasets. This procedure is conservative, but justifiable in the name of controlling for false positives.

### Real-time PCR

We used the remaining 5 male and 5 female zebrafish samples to conduct independent tests of expression bias for seven genes identified as differentially expressed by our microarray analyses. Within each of the testis-upregulated, male-enriched, and female-enriched categories we randomly chose two of the top ten most upregulated genes. We were able amplify a gene-specific PCR product for only one of the chosen male-enriched transcripts (probe set 15637.1.S1_at). Within the ovary-upregulated category, we randomly chose two of the top 200 most upregulated genes, in order to assess the accuracy of microarray results for genes demonstrating less striking differences in expression. For each sample the same quantity of total RNA (1 μg) was reverse transcribed into cDNA using the Superscript^® ^First Strand Synthesis Kit (Invitrogen).

We performed real-time PCR using the SYBR^® ^Green PCR Mastermix (Invitrogen) and 2 μl of cDNA template. Reactions were run on an ABI 7700 real-time PCR apparatus (Applied Biosystems) using default analysis settings. Each individual reaction was performed in triplicate, and no-template controls were included for each primer pair to confirm amplification specificity. A dilution series including 5 different template concentrations was employed to facilitate the Relative Standard Curve Method (Applied Biosystems) for estimating relative mRNA levels. Primer sequences for target genes were designed using Primer Express^® ^3.0 (Applied Biosystems) and are available upon request. Two sets of control primers (suggested in Tang et al. [39]) were used to normalize the abundance of cDNA in each reaction. *EF1α *was used in the gonad-body comparisons, and *Rpl13α *was used in the male-female comparisons. For each comparison we calculated a 95% confidence interval about mean fold change, based on the expression level estimates across the 5 experimental replicates.

## Results

### Sex-biased gene expression

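Transcripts of testis, ovary and the rest of the body were measured in adult zebrafish of the AB strain, in 4 groups: testis, male body without testes, ovary, and female body without ovaries. Each group had 3 arrays, 1 per sample, and the fish were full siblings of 4 to 12 months of age that had been separated by sex for 5 days. The values analysed here are GCOS signals, which the authors scaled so that every array had the same trimmed mean. The paper's other algorithms were not analysed here, so its consensus over algorithms was not repeated.

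Signals below 32 were set to 32, and 15502 probe sets remained after the control probe sets were left out. Pairs of groups were compared with limma on log2 signals, and probe sets at or below 32 on all 6 arrays of a pair were not tested. A fold against a group whose 3 arrays lie at this floor is given as a lower bound, and where 1 or 2 of them do the fold depends on the floor. On the ovary arrays 33.0% to 35.7% of the probe sets were at or below the floor, against 14.1% to 17.9% in testis, 10.4% to 11.8% in male body and 12.3% to 18.3% in female body.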

To assess the extent of sex-biased gene expression in *Danio rerio *we compared male body to female body transcript levels, and we performed a separate testis-ovary comparison. This effectively allowed us to isolate the proportion of sex-biased gene expression attributable to differences between male and female gonads. To avoid any confusion about references to the different gene expression categories, Table 1 outlines the relevant terminology, to which we hereafter adhere. Based on our expression bias criteria, 5899 out of 15502 probe sets (38%) represented on the Affymetrix zebrafish GeneChip^® ^demonstrated statistical testis-ovary differences, across all 4 absolute expression analyses, in transcript abundance. 

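Testis and ovary differed most in the genes of sperm and egg. Among genes of the axoneme and sperm flagellum, 61 of 66 were higher in the testis, 2 were lower and 3 did not differ, with a median log2 difference of 4.70. The axonemal microtubule gene tekt1 had a signal of 7047 ± 713 (mean ± SD, n = 3) in the testis and lay at the floor in the ovary, at least 219-fold higher (log2 7.78, SE 0.15, adjusted p = 3.7e-07 from limma). All 12 egg coat genes of the zona pellucida family were higher in the ovary, with a median log2 testis minus ovary of -7.03. The egg coat gene zp3a.2 read 13170 ± 684 in the ovary and 44.0 ± 11.1 in the testis (log2 -8.26, SE 0.20, adjusted p = 4.7e-07).

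Oocyte and maternal genes were higher in the ovary for 34 of 39, lower for 2 and not different for 3. The oocyte linker histone h1m (log2 -8.28), the maternal mRNA deadenylation factor btg4 (-7.56), zar1 (-6.44), the Balbiani body gene buc (-4.98) and nanog (-4.35) were among the 34. Genes of meiotic recombination and synapsis were higher in the testis for 9 of 12, lower for 1 and not different for 2. Among them were the chromosome axis genes sycp3 (at least 202-fold) and hormad1 (log2 7.66), whereas the meiotic cyclin ccna1 was higher in the ovary (12010 ± 577 against 727.2 ± 160.0). The germline and piRNA list was split, with 10 of 15 higher in the testis and 5 higher in the ovary. The piRNA gene piwil2 was 4.47-fold higher in the testis, and nanos3 was 85.8-fold higher in the ovary.

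The counts of these 5 lists were the same when adjusted over the list alone. In camera with a preset correlation the lists other than germline and piRNA differed from the other genes. No list did with an estimated correlation (adjusted p = 0.15 for axoneme, 0.1 for egg coat, 0.1 for oocyte and 0.27 for meiotic genes).

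**Figure D1:**
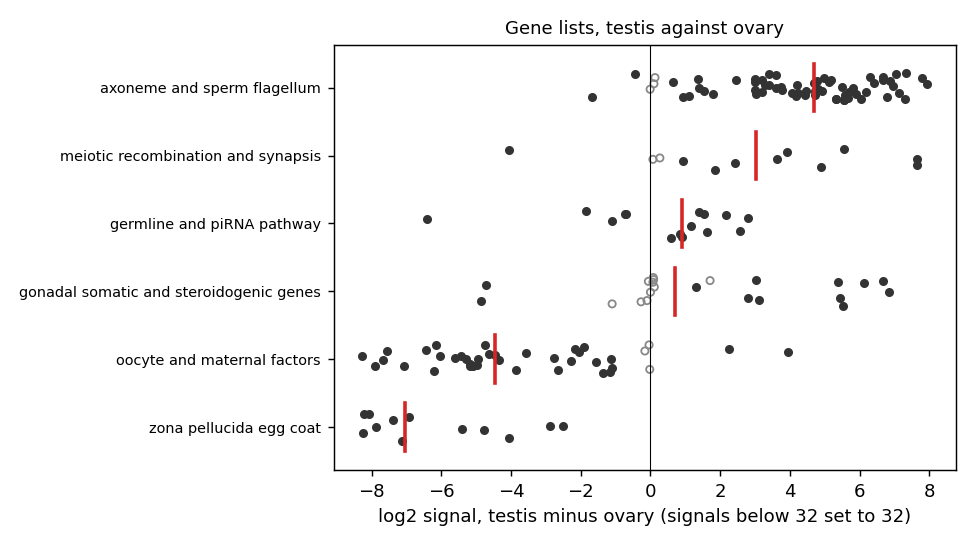
Log2 signal in testis minus ovary for each gene of 6 lists, with filled points for genes at an adjusted p under 0.05, open points for the others and a red bar at the list median. The axoneme median lies at 4.70 and the egg coat median at -7.03.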

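Genes of the gonadal soma and of steroid synthesis were higher in the testis for 10 of 22, lower for 2 and not different for 10. The Sertoli cell hormone gene amh was at the floor in the ovary and 2288 ± 543 in the testis (at least 70.2-fold), and dmrt1, which acts in male sex determination, was 103-fold higher in the testis. The steroid genes star (log2 6.85, SE 0.30) and cyp11c1 (5.37, SE 0.21) were higher in the testis, and cyp11a1.1 (-4.85, SE 0.24) and hsd3b2 (-4.71, SE 0.24) in the ovary. The signals of cyp17a1 were 3418 ± 1140 in testis and 3523 ± 169 in ovary (log2 -0.10, adjusted p = 0.73 from limma).

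Markers of other tissues were mostly higher in the testis. This held for 28 of 34 muscle, 28 of 32 liver, all 13 pancreas, 16 of 27 brain and nerve, 10 of 18 eye, 20 of 25 skin and 13 of 16 blood genes, and for 1 of 8 intestine and 1 of 3 heart genes. Lower in the testis were 1 muscle, 2 brain and 1 skin gene. Adjusted over the list alone, the counts of higher genes were 29 for liver, 22 for skin and 0 for heart, with 1 heart gene at an unadjusted p under 0.05, and the same for the other markers. The medians of the intestine and heart lists changed sign with quantile normalization.

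Of the ribosomal protein genes 70 of 73 were higher in the testis and 1 lower (71 and 1 adjusted over the list alone), of the proteasome genes 39 of 49 with 2 lower, and of the oxidative phosphorylation genes 56 of 85 with 9 lower (57 and 9). DNA replication and cell cycle genes went both ways, 15 higher in the testis and 27 in the ovary of 70 (14 and 27). Among 10 reference genes 5 were higher in the testis, such as b2m (log2 3.47), and 3 in the ovary, such as gapdh (-3.52), or 6 and 3 over the list alone. Of the 5 vitellogenesis genes 1 was higher in each gonad. The vitellogenesis median changed sign with quantile normalization and with median centring. The median of all probe sets was 0.36 higher in the testis on the log2 scale, -0.04 with quantile normalization and 0.35 with median centring. The camera calls for ribosomal, proteasome, oxidative phosphorylation, DNA replication, muscle, liver, pancreas, brain, eye, skin and blood genes did not hold with an estimated correlation (adjusted p = 0.45, 0.35, 0.45, 0.45, 0.1, 0.43, 0.45, 0.18, 0.34, 0.45 and 0.15).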

1737 probe sets yielded an insufficient signal in all ovary and testis replicates. 

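The probe sets farthest to the testis side included tuba7l, an alpha tubulin gene (12880 ± 800.0 in testis, 54.6 ± 20.0 in ovary, 245-fold, adjusted p = 1.2e-06 from limma), and the adenylate kinase gene ak1 (at least 216-fold). Those farthest to the ovary side included sall4, a pluripotency factor gene (12630 ± 1310 in ovary, with the testis mean and 2 of the 3 testis arrays under the floor), and the oocyte importin gene kpna7 (at least 298-fold). At an adjusted p under 0.05, 5934 of 13965 probe sets were male-enriched and 3413 female-enriched, which is 38.3% and 22.0% of the array. A further 1537 were at the floor on all 6 gonad arrays.

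Of the male-enriched probe sets 1881 (31.7%) had all 3 ovary arrays at the floor, and of the female-enriched 99 (2.9%) had all 3 testis arrays there. With quantile normalization there were 4494 male-enriched and 4583 female-enriched probe sets, so that the larger group changed. Among probe sets with a mean of at least 200 in either gonad, 3876 were male-enriched and 3139 female-enriched.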

Of the 5899 sex-biased genes, 3387 were positively biased in males ("male-enriched"), and 2512 were positively biased in females ("female-enriched") (Table 2), consistent with the overall direction of sex-biased gene expression documented in other taxa [11-14]. Also represented in Table 2 are the numbers of sex-biased genes corresponding to increasingly stringent fold change criteria. From this information it is clear that the direction of sex-biased gene expression remains robust, even when genes demonstrating small sex differences in expression are not considered. 

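Among the male-enriched genes with the larger folds are the synapsis gene syce2 (5666 ± 676 in testis and 192.9 ± 33.5 in ovary) and the sperm flagellum gene ropn1l (5671 ± 736 and 97.7 ± 35.3). At the other end, nanos3 read 6001 ± 1410 in ovary and 68.9 ± 6.8 in testis. With a ratio of mean signals of at least 1.5, 2, 4 and 6 added to the adjusted p, there were 5737, 4997, 3328 and 2525 male-enriched probe sets. The female-enriched numbered 3210, 2528, 1064 and 698. With quantile normalization the male-enriched numbered 4231, 3764, 2889 and 2371 at these ratios, and the female-enriched 3461, 2615, 1082 and 704. The ratios themselves were of signals without that normalization. For a gene at the floor in 1 gonad such a ratio rests on signals under the floor. From the counts at each fold criterion, the paper concludes that the male direction of the bias is robust.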

Additional Files 1 and 2 contain lists of all male- and female-enriched genes, respectively. Other zebrafish studies have detected male- and female-enriched genes via comparison of testis and ovary [27,28]. We selected five male-enriched and five female-enriched genes from Santos et al. [27] and from Sreenivasan et al. [28] to confirm that these 20 genes fall into the same expression categories in our study (see "male-enriched" and "female-enriched" sections of Table 3). We selected these genes because they ranked at the top of their respective lists in regard to the magnitude of expression bias. 

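Of the 10 genes that other studies report as male-enriched in Table 3, all 10 were higher in the testis than in the ovary, and of the 10 reported as female-enriched 9 were higher in the ovary. The axonemal dynein gene dnai1.1 was at least 118-fold higher in the testis (log2 6.88, SE 0.23, adjusted p = 1.5e-06 from limma), and piwil1, which acts in germ cell maintenance, 6.79-fold. The cyclin gene ccng2 read 2023 ± 356 in testis and 145.5 ± 68.8 in ovary, 14.8-fold. On the ovary side gtf3ab, for the oocyte form of transcription factor IIIA, read 7710 ± 382 against 132.9 ± 36.5 (log2 -5.89, SE 0.21, adjusted p = 2.0e-06), and sox11b was 30.4-fold higher in ovary. The DNA replication gene fen1 did not differ (2303 ± 415 in testis, 2546 ± 222 in ovary, log2 -0.16, adjusted p = 0.41). Probe sets were matched to the table by group means equal within 0.2%.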

As Table 3 indicates, 18 out of these 20 major sex-biased genes from references 27 and 28 are also among our list of sex-biased genes.

**Table 1:** Terms used to describe gene expression categories in this study

Term	Explanation
Male-enriched	Genes demonstrating greater transcript abundance in the testes relative to the ovaries.

Female-enriched	Genes demonstrating greater transcript abundance in the ovaries relative to the testes.

Testis-upregulated	Genes demonstrating greater transcript abundance in the testes relative to the male body (from which the testes have been removed).

Ovary-upregulated	Genes demonstrating greater transcript abundance in the ovaries relative to the female body (from which the ovaries have been removed).

Terms used to describe relevant categories of gene expression. Statistically significant male- and female-enriched genes in our study correspond to differences between testis and ovary only.

**Table 2:** Expression bias and increasing fold change threshold

Expression bias class	No fold threshold	≥ 1.5 fold	≥ 2 fold	≥ 4 fold	≥ 6 fold
Male-enriched	3387	3219	2576	1196	728

Female-enriched	2512	2281	1684	664	413

Testis-upregulated	3002	2824	2159	925	554

Ovary-upregulated	981	842	426	0	0

Number of sex- and gonad-biased genes (strict consensus FDR = 0.05) under increasing fold change thresholds. As the fold change criterion becomes more stringent, fewer genes are deemed differentially expressed, but the male-biased patterns remains consistent. The numbers above reflect genes that satisfy the indicated fold change thresholds across all four absolute expression analyses.

**Table 3:** An across-study comparison of sex- and gonad-biased gene expression in zebrafish

Gene Name, EST accession number (if applicable)	Reference	Fold Rank (This Study)	GCOS Fold	GC-RMA Fold	PMMM Fold	PM Only Fold
***Male-enriched Genes***						

*anti-Mullerian hormone (amh)*	27	18	328.39	154.95	78.09	80.60

*cyclin G2 (ccng2)*	27	690	328.39	11.78	7.74	8.85

*heat shock cognate 70-kd protein (hsp70)*	27	-	3.64	2.63	2.20	2.63

similar to *septin 4 (sept4)*	27	2	608.87	673.38	48.17	364.57

*tubulin, alpha 7 like (tuba7l)*	27	19	235.72	985.76	46.06	66.53

similar to *tektin 1*, CO352798	28	3	484.87	681.64	49.65	196.92

*dynein, axonemal, intermediate polypeptide 1 (dnai1)*, CO355627	28	45	144.47	186.74	27.69	50.98

similar to *human AKAP-associated sperm protein*, CO353327	28	83	58.05	181.15	22.55	44.38

*piwi-like 1 (Drosophila) (piwil1)*, CO354057	28	1261	6.81	8.28	5.12	5.01

similar to *testis-specific-A-kinase-anchoring protein*, CO354405	28	4	409.79	416.74	58.48	174.20

***Female-enriched Genes***						

*transmembrane phosphatase with tensin homology (tpte)*	27	1084	3.34	4.50	3.30	3.48

*RNA binding protein with multiple splicing 2 (rbpms2)*	27	216	26.94	48.76	14.73	20.47

*connexin 44.2 (cx44.2)*	27	139	66.33	198.28	31.92	54.72

*SRY-box containing gene 11b (sox11b)*	27	187	30.21	79.53	22.06	23.13

*cyclin B2 (ccnb2)*	27	284	14.58	28.39	12.39	13.34

similar to *egg envelope glycoprotein*, CO350790	28	132	62.31	190.67	53.93	59.02

*flap structure-specific endonuclease 1 (fen1)*, EV603088	28	-	1.11	1.17	1.10	1.10

hypothetical protein LOC556628, CO350423	28	30	273.38	1679.77	110.57	156.60

*B-cell translocation gene 4 (btg4)*, CO349959	28	75	168.79	416.47	78.66	168.05

similar to *transcription factor IIIA*, CO349799	28	138	58.00	147.42	40.73	60.90

***Testis-upregulated Genes***						

zgc:162225, CO352964	42	139	282.01	121.35	9.68	33.48

*WD repeat-containing protein 69*, CO355324	42	82	59.34	175.15	21.17	41.71

zgc:158652, CO353149	42	-	113.93	392.11	30.49	42.58

zgc:112008, CO352835	42	176	28.11	111.65	13.66	24.40

similar to CG14551-PA, CO352954	42	9	301.99	280.30	46.03	207.76

hypothetical protein LOC558005, CO355049	28	147	69.83	220.63	24.25	14.03

unknown transcript, CO355999	28	383	12.96	9.27	12.50	56.80

hypothetical protein LOC100003104, CO353145	28	13	165.59	1010.46	42.16	81.04

similar to *polyprotein*, CO355597	28	63	51.37	131.92	47.53	48.39

similar to *tektin 1*, CO353325	28	12	167.65	848.47	57.56	69.06

***Ovary-upregulated Genes***						

hypothetical protein LOC100001369, CO350972	42	-	3.45	3.29	2.22	2.44

hypothetical protein LOC555929, CO351149	42	-	2.66	5.13	2.19	3.21

similar to *novel rhamnose binding lectin*, CO350303	42	-	1.17	1.21	1.14	1.20

unknown transcript, CO350393	42	-	2.03	2.79	1.88	1.97

similar to *egg envelope glycoprotein*, CO350790	28	-	1.37	1.92	1.48	1.52

wu:fi40a06, CO349940	28	-	1.26	1.93	1.48	1.49

*DEAD (Asp-Glu-Ala-Asp) box polypeptide 56*, CO354027	28	810	2.38	2.47	1.60	1.58

hypothetical protein LOC447813, CO350110	28	-	2.02	1.76	1.02	1.02

clone MGC:55720, CO350755	28	909	2.13	2.37	1.35	1.35

*retinol saturase like (retsatl)*, CO350808	28	-	1.75	2.49	1.79	1.85

List of sex- and gonad-biased genes identified by other recent zebrafish studies [27,28,42]. The sex-biased genes are based on testis-ovary comparisons, as in our study. These genes were chosen from the above studies based on reportedly high expression bias. We screened our lists of differentially expressed genes to assess agreement with the other studies. The "fold rank" is the position each gene occupies in our lists, based on the mean of rank across the four absolute expression comparisons. *sept4*, for example, is the gene demonstrating the second-highest male-enriched expression (out of 3387 total male-enriched genes). No rank is listed if the gene failed to pass our "strict consensus" statistical criteria (see Methods). Also listed are fold change estimates corresponding to each of the four absolute expression analyses.

It is important to note that we detected no gene expression biases between male and female body tissue under our strict criteria for significance (1574 probe sets demonstrated an insufficient signal in all male body and female body replicates). 

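Female bodies without ovaries held high levels of yolk, egg and germ cell transcripts. The yolk precursor gene vtg2 read 31440 ± 7580 in female body and 29.9 ± 23.9 in male body (log2 male minus female -9.63, SE 0.30, adjusted p = 6.5e-07 from limma), and all 5 vitellogenesis genes were higher in females. So were all 12 egg coat genes (median log2 -6.22), 33 of 38 oocyte and maternal genes (34 adjusted over the list alone, 2 lower), 14 of 15 germline and piRNA genes, 6 of 11 meiotic genes and 58 of 70 DNA replication genes (64 over the list alone, 2 lower). Among them ccna1 was at the floor in male body and 8310 ± 1760 in female body (at least 256-fold), the germ cell gene dazl had a log2 of -3.96 (SE 0.42) and the replication helicase gene mcm5 one of -1.53. Apart from the vitellogenesis genes, these lists had higher medians still in the ovary than in female body.

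Male bodies were higher in 20 of 29 brain and nerve (26 over the list alone), 12 of 17 blood and 5 of 6 heart genes and in 41 of 85 oxidative phosphorylation genes (60, with 1 lower, 2 over the list alone). Female body arrays 1, 2 and 3 also held ovary transcripts. Relative to male body, their median brain marker signals were 30.0%, 51.3% and 62.3%, and their pancreas marker signals 117.9%, 144.2% and 128.9%. Whether ovary RNA in the female body samples lowers body markers was not tested. The myelin gene mbpa was 3.23-fold and the keratin gene krt95 19.7-fold higher in males, and the bile acid hydroxylase gene cyp8b1.3 read 5898 ± 2020 in male and 123.7 ± 65.2 in female body (log2 5.66, SE 0.42, adjusted p = 1.0e-04). Of 35 muscle genes 8 were higher in males (6), of 22 eye genes 7 (12), of 11 intestine genes 2 (1), and of 25 skin genes 5, with 1 lower. Of 23 gonadal somatic genes 6 were higher in males (7) and 3 in females, of 57 axoneme genes 4 and 5 (2 and 4), of 10 reference genes 1 and 2. Higher in females were 4 of 13 pancreas genes, whose median of -0.18 changed to 0.03 with median centring, 3 of 49 proteasome genes, 1 of 33 liver genes and 1 of 73 ribosomal protein genes (0 over the list alone, 1 at an unadjusted p under 0.05).

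Over all probe sets, 2688 were higher in male and 1925 in female body of 14941 tested. The counts depended on single arrays: they were 1624 and 1491 without female body 1, 930 and 1205 without female body 2, and 3531 and 2237 without female body 3. Without male body 1, 2 and 3 they were 1077 and 1177, 1309 and 1241, and 817 and 1036. None of the list calls held in camera with an estimated correlation. There the adjusted p was 0.41 for vitellogenesis, egg coat and oocyte, 0.44 for germline, meiotic, DNA replication, brain, blood and heart, 0.5 for oxidative phosphorylation and pancreas, 0.55 for muscle, eye, skin and intestine, and 0.73 for ribosomal genes. The median of all probe sets was 0.27 higher in males, 0.19 with quantile normalization and 0.47 with median centring. From the absence of body differences under its strict criteria, the paper concludes that most of the sex bias in zebrafish is due to differences between testis and ovary.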

If we relax our criteria by allowing statistical significance in any one of the four analysis algorithms (as opposed to all four) to constitute evidence of differential expression, then we find 112 genes that are differentially expressed between male and female body tissue. This list of putative sexually dimorphic genes is included as supplementary information (Additional File 3), but these genes are not considered in further analyses within this study. Indeed, other microarray studies of zebrafish have demonstrated sex differences in isolated organs such as the liver [30] and the brain [29], but according to our results, the vast majority of sex-biases in zebrafish gene expression are due to transcriptomic differences between testis and ovary. This observation is consistent with studies of other taxa in which tissue-specific contributions to sex-biased gene expression have been parsed out [11,14,40].

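The keratin gene krt95, with a signal of 759.6 ± 43.6 in male and 33.7 ± 19.3 in female body, was called by limma and also by a simpler test. In all, 32 probe sets were higher in male and 21 higher in female body in a plain 2-sample test with equal variances on the linear signals, with the same adjustment. The yolk genes vtg2 and vtg4, the egg gene btg4 and the hydroxylase gene cyp8b1.1, all called by limma, were not called by that test. Of the 21 female probe sets, 18 had a mean in the ovary at least 4-fold above that in the male body, and of the 32 male probe sets 0 did. With unequal variances the numbers were 2 and 0 (2842 and 893 at an unadjusted p under 0.05), and on log2 signals with equal variances 622 and 762.

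In Additional file 3 the paper lists 32 male and 20 female probe sets as significant with GCOS, and 31 and 20 of these were among the 32 and 21. Of all 78 male and 34 female probe sets in that file, limma called 60 and 27, and 74 and 34 lay in the same direction.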

To further examine whether the overall magnitude of sex-biased gene expression in zebrafish is greater for male-enriched genes, we compared fold change values of male-enriched genes to those of female-enriched genes. For each gene, the mean fold change estimate across all four absolute expression analysis estimates (GCOS, GC-RMA, PMMM, and PM-only) was used to represent the magnitude of expression bias. 

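The size of the difference was set at one end by genes such as tekt1, ak1 and tuba7l and at the other by sall4 and h1m. The median absolute log2 difference was 1.67 over the male-enriched and 1.46 over the female-enriched probe sets, a difference of 0.21. In a two-sided permutation test of the mean rank the p was 1.0e-05, the smallest that its 100000 resamples can give. The 90th percentiles were 3.82 and 3.74, but 4.68 and 3.91 without a floor and 4.74 and 3.91 with ratios of arithmetic means, since the floor limits the difference for more of the male-enriched probe sets. With a floor of 100 the medians were 1.39 and 1.37 and no difference was called (0.02, permutation p = 0.38). With ratios of arithmetic means and no floor on the signal the medians were 2.23 and 1.49. Probe sets of the same arrays are not independent replicates, so the p describes these 12 arrays.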

The male-enriched and female-enriched distributions of this variable are significantly different (Mann-Whitney *U *Test, p < 0.001), the male-enriched fold change values being greater in magnitude. Frequency distributions of male- and female-enriched genes are represented graphically in a mirrored histogram (Fig. 1). Based on Fig. 1, it is evident that the male-enriched gene distribution includes more "high fold change" observations than the female-enriched distribution.

**Figure 1:**
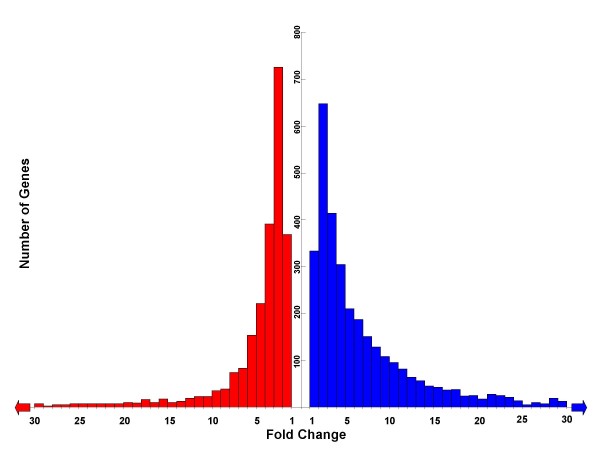
**Expression bias for male-enriched genes is greater than expression bias for female-enriched genes**. Histogram showing the distributions of fold change values for female-enriched (red) and male-enriched (blue) genes. Recall that our differential expression criteria revealed 2512 female-enriched and 3387 male-enriched genes. Each observation represented in this graph is a mean across four fold change values, corresponding to the four different absolute expression analyses. Arrows at x-axis termini represent distribution tails, which are not shown. These tails (approximately 200 observations each) were omitted for ease of graphical representation, and their absence does not affect the interpretation of the histogram. Comparison of the two distributions reveals that male-enriched genes are more frequent at higher fold change intervals, relative to female-enriched genes, and a Mann-Whitney U test formally confirms higher fold change values for male-enriched genes (p < 0.001).

### Gonad-biased gene expression

It might be argued that transcripts more abundant in an organism's gonads relative to its body correspond to genes especially relevant to reproduction. In light of this, we thought it would be informative and useful to identify putative reproductive genes in *Danio rerio*. According to our criteria for differential expression, 3002 genes represented on the array were upregulated in the testes, and 2338 were downregulated (1297 probe sets yielded an insufficient signal in all testis and male body samples). 

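Testis and male body differed in the genes of meiosis, of the germline and of muscle and liver. All 12 meiotic genes were higher in the testis (median log2 5.33), as were 14 of 15 germline and piRNA genes with 1 lower (4.96), 58 of 66 axoneme genes with 4 lower (5.05) and 68 of 70 DNA replication genes (2.97). The meiotic axis gene hormad1 read 8057 ± 962 in testis and 23.1 ± 17.9 in male body (log2 7.87, SE 0.17, adjusted p = 2.7e-07 from limma). The synapsis gene syce2 (log2 6.78), dazl (6.04) and the Tudor gene tdrd7a (6.38) were higher too. Of the oocyte list 24 of 38 were higher in the testis and 4 lower (25 and 5 adjusted over the list alone), and of the egg coat list 5 of 12. The proteasome list had 35 of 49 higher and 6 lower (36 and 6), the gonadal somatic list 9 and 5 of 22, and the vitellogenesis list 2 of 4 higher, its median changing sign with median centring.

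In the other direction were 34 of 35 muscle genes (median log2 -6.75), 32 of 33 liver genes (-4.91), all 11 intestine, 13 pancreas and 6 heart genes, 24 of 25 skin, 20 of 22 eye, 23 of 29 brain (24 over the list alone) and 12 of 17 blood genes. In these lists only 1 eye gene and 1 brain gene (2 over the list alone) were higher in the testis. The intestinal chitinase gene chia.1 (log2 -9.01), the apolipoprotein gene apoea (-8.97), the intestinal fatty acid binding gene fabp2 (-8.56) and epd (at least 412-fold, for ependymin) had the lowest values. Oxidative phosphorylation genes were lower for 63 of 85 and higher for 5 (65 and 6). Ribosomal protein genes were lower for 60 of 73 and higher for 2 (63 and 2) and reference genes lower for 7 of 10 and higher for 1. The medians of these last lists, -0.49 and -0.53, became 0.25 and 0.11 with quantile normalization.

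Over all 14965 probe sets tested, 4366 were higher and 4475 lower in the testis, and with median centring 2858 and 6849. The median of all probe sets was -0.12, -0.06 with quantile normalization and -0.56 with median centring. No list call held with an estimated correlation in camera: the adjusted p was 0.1 for the oocyte, germline, meiotic, axoneme, DNA replication, muscle, brain and intestine lists, and 0.11 to 0.39 for the others.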

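Oocyte and cell division genes set the ovary above the female body. Of 39 oocyte and maternal genes 32 were higher in the ovary (34 adjusted over the list alone) and 2 lower, with a median log2 of 1.28, as were 64 of 70 DNA replication genes (66) with 1 lower (1.49), 13 of 15 germline genes (14) with 1 lower (1.62), 9 of 12 egg coat genes (10) and 5 of 10 meiotic genes (6). The proliferation gene mki67 read 212.3 ± 58.7 in ovary and 40.2 ± 10.1 in female body (log2 2.34, SE 0.31, adjusted p = 8.8e-04 from limma). The telomere gene terf1 (log2 2.62), the insulin degrading enzyme gene ide (2.48), the oocyte kinase gene wee2 (2.42) and foxh1 (2.40) were higher as well. By brighter probe sets the log2 was smaller, 1.47 for mki67, 1.26 for ide, 1.27 for wee2 and 1.65 for foxh1.

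Lower in the ovary were 33 of 35 muscle genes (median log2 -6.58), all 33 liver, 13 pancreas, 11 intestine and 5 vitellogenesis genes, 24 of 25 skin, 25 of 29 brain, 20 of 22 eye (21), 13 of 17 blood and 5 of 6 heart genes. Higher in the ovary were 2 brain genes and, over the list alone, 1 skin gene. The muscle genes mylpfa (log2 -9.52) and pvalb3 (-9.37) and the liver gene serpina1l (at least 495-fold) were among the 10 lowest. Also lower in the ovary were 70 of 73 ribosomal protein genes with 1 higher (median log2 -1.18), 36 of 85 oxidative phosphorylation genes with 4 higher (35 and 3) and 5 of 10 reference genes with 2 higher. Axoneme (11 higher, 7 lower of 53, 9 and 6 over the list alone), proteasome (11 and 8 of 49, 9 and 8) and gonadal somatic genes (5 and 5 of 20) went both ways. The axoneme and proteasome medians changed sign with median centring, and the gonadal somatic median with quantile normalization.

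Over the 14137 probe sets tested, 3982 were higher and 4177 lower in the ovary. They numbered 2515 and 4730 with median centring, and 5407 and 3125 with quantile normalization, where the larger group changed. In the plain 2-sample test with unequal variances there were 10 and 11. The median of all probe sets was -0.05, 0.30 with quantile normalization and -0.26 with median centring. With an estimated correlation camera called the liver list only (adjusted p = 0.015), and for the other lists called with the preset value the adjusted p was 0.41 to 0.54.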

981 genes were upregulated in the ovaries, and 1399 were downregulated (1917 probe sets produced an insufficient signal in all ovary and female body samples). 

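Against the body of the same sex, genes high in the testis had larger folds than genes high in the ovary. With ratios of mean signals of at least 1.5, 2, 4 and 6, there were 4232, 3341, 1534 and 1019 testis-upregulated and 3875, 2736, 73 and 2 ovary-upregulated probe sets. The 2 ovary probe sets past 6-fold were 1 of the stress kinase gene eif2ak3 (215.5 ± 29.3 in ovary, 25.0 ± 12.0 in female body) and 1 with no gene listed (117.6 ± 26.3 and 14.1 ± 11.6), and both had means under the floor in the female body. The second eif2ak3 probe set was 2.20-fold higher in the ovary. With quantile normalization the ovary-upregulated numbered 81 at 4-fold and 3 at 6-fold, and the testis-upregulated 1525 and 1016. The female bodies held oocyte and germ cell transcripts. Against the male body instead, a comparison chosen after the data were examined, 2170 probe sets were at least 4-fold and 1452 at least 6-fold higher in the ovary, more than in the testis.

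**Figure D2:**
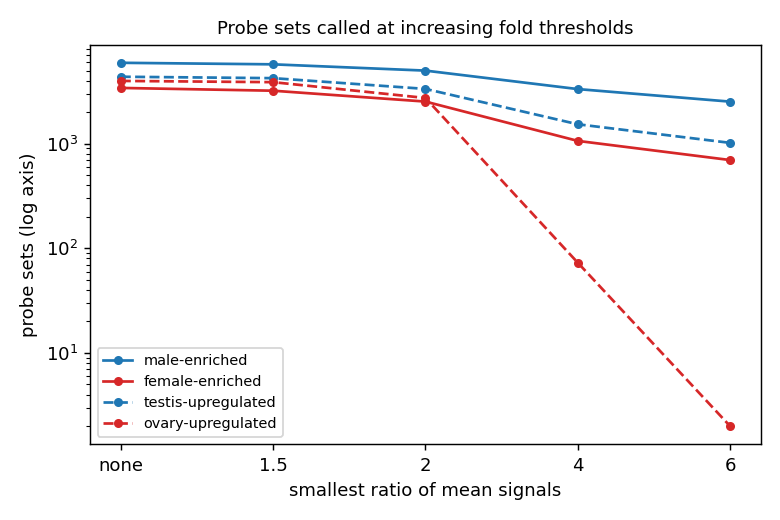
Number of probe sets called in testis against ovary (male- and female-enriched), testis against male body and ovary against female body, without a fold threshold and at ratios of at least 1.5, 2, 4 and 6, on a log axis. The ovary-upregulated line falls from 3982 to 2 and the testis-upregulated line from 4366 to 1019.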

The numbers of differentially expressed genes decline as one imposes more stringent fold-change criteria (Table 2), and it appears that ovary-upregulated genes demonstrating high fold changes are scarce, relative to high-fold testis-upregulated genes. Complete lists of testis- and ovary-upregulated genes are included as Additional Files 4 and 5, respectively. Our results indicate that male, compared to female, zebrafish possess many more genes whose expression is elevated in gonads.

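Genes of sperm were among those whose elevation in the gonad was larger in males than in females. In a test of the difference between the 2 contrasts over all 12 arrays, testis minus male body exceeded ovary minus female body for 59 of 66 axoneme genes (1 lower over the list alone), all 12 meiotic genes, 12 of 15 germline and 49 of 70 DNA replication genes (51 adjusted over the list alone). The axoneme call held in camera with an estimated correlation (adjusted p = 0.0067), and the meiotic, germline and DNA replication calls did not (0.066, 0.38 and 0.4). Of the yolk and tissue lists, which were lower in the ovary than in female body, 4 were called in the same direction, with all 5 vitellogenesis genes (median log2 7.44), all 13 pancreas genes (4.24, against 4.17 for the meiotic list), 21 of 33 liver and 17 of 25 skin genes. The heart list was called in the opposite direction (-2.08), the muscle, brain, eye, blood and intestine lists were not called, and none of these list calls held with an estimated correlation (0.27 to 0.45). Egg coat and oocyte genes went both ways, 1 higher in males and 2 in females of 12, and 11 and 7 of 39 (13 and 7). Over all 15071 probe sets tested, limma called 3476 higher in males and 1902 higher in females. With quantile normalization there were 2739 and 3076, and in the plain 2-sample test with equal variances on linear signals 1908 and 2401, so that the larger group changed. With median centring there were 2678 and 2560. The median of all probe sets was 0.07, -0.16 with quantile normalization and -0.12 with median centring. A higher signal in female than in male body raises this difference by arithmetic, as for germline and DNA replication genes. The DNA replication median was 2204 to 2368 in ovary, 1610 to 1933 in testis, 620.2 to 1260 in female body and 155.1 to 200.8 in male body. The test by itself does not separate such body differences from differences between the gonads, which the pairs of groups give list by list. Male minus female body had a median log2 of -3.25 for germline and -1.8 for DNA replication genes, and testis minus ovary 0.91 and -0.17. For pancreas and axoneme genes the body medians were -0.18 and 0.16 and the gonad medians 4.05 and 4.70. From the counts of elevated genes, the paper concludes that males have many more genes with raised expression in the gonad.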

To identify which testis- and ovary-upregulated genes demonstrated the highest gonad specificity, we ranked each gene based on its average fold change ranking across each absolute expression analysis dataset. 

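The genes that rank highest in the testis include several of the piRNA pathway. The germ cell gene gtsf1 read 6423 ± 1470 in testis and 15.9 ± 14.6 in male body (log2 7.61, SE 0.21, adjusted p = 4.5e-07 from limma), the piRNA nuclease gene pld6 was at least 114-fold higher and the Tudor gene rnf17 97.6-fold. The cilium genes cfap90 (212-fold) and hoatz (143-fold) and the heat shock factor gene hsf5 (at least 56.9-fold) were also high. All 15 testis genes of Table 4 were called. All 15 ovary genes of Table 5 were called as well, with smaller folds. Among these the centromere gene sgo2 read 389.5 ± 66.7 in ovary and 77.6 ± 28.5 in female body (5.19-fold, adjusted p = 0.0012), gbgt1l1 was 5.64-fold, fbxo16 5.25-fold, the histone demethylase gene kdm4ab 4.52-fold and the mitotic kinase gene mastl 4.37-fold higher. None of these ovary genes was called in the plain 2-sample test with unequal variances.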

Tables 4 and 5 report the 15 highest ranking testis- and ovary-upregulated genes, respectively. For some of the genes corresponding to known or predicted *Danio rerio *mRNAs, functional annotation information is available. In some cases (Table 4) this information confirms the presumed reproductive functions of these genes. 

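On these arrays odf3l, now named cimap1b, had a signal of 7594 ± 894 in testis and 46.8 ± 26.9 in male body (155-fold, log2 7.27, SE 0.29, adjusted p = 1.9e-06 from limma). Other genes of the sperm axoneme were also higher in the testis. The radial spoke gene rsph9 was 71.0-fold and the dynein assembly gene daw1 63.5-fold higher in testis, the microtubule inner protein gene cimip2b read 6828 ± 2850 against 59.9 ± 27.9, and cyb5d1 was 28.8-fold higher.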

The testis-enriched gene *odf3l*, for example, codes for a structural protein (SHIPPO 1) associated with the sperm flagellum [41], and may therefore be of relevance with respect to sperm competition. For the most part, however, it is difficult to speculate on the actions of gene products that remain largely uncharacterized.

**Table 4:** Top 15 ranked testis-upregulated genes within male zebrafish

GenBank acc. #	GenBank reference mRNA sequence	GCOS fold	GC-RMA fold	PM fold	PMMM fold
NM_001082815	similar to *septin 4 *(*sept4*)	590	1162	47	161

NM_212833	zgc:56699	404	1501	40	252

BI709397	unknown. No significant BLAST hits.	254	1026	51	96

BI709397	unknown. No significant BLAST hits.	412	451	36	331

NM_199958	***outer dense fiber of sperm tail gene 3-like *(*odf3l*)**	**162**	**787**	**71**	**97**

NM_212806	*cytochrome P450, family 17, subfamily A, polypeptide 1 *(*cyp17a1*)	157	368	92	184

NM_131057	***vasa homolog *(germ line development)**	**287**	**558**	**40**	**145**

NM_001100021	UPF0722 protein, *C11orf88 *homolog	146	541	73	101

XM_692188	similar to CG14551 CG14551-PA	302	280	46	208

NM_001002357	zgc: 92129	349	1785	69	61

NM_001118894	***synaptonemal complex protein 1 *(*sycp1*)**	**452**	**191**	**62**	**191**

NM_001007397	zgc:101797	168	848	58	69

XM_001342700	similar to predicted protein (LOC100003104)	166	1010	42	81

XM_692362	wu:fj98c04	187	401	34	185

NM_001089414	hypothetical protein zgc:162591	203	337	47	95

Fifteen highest ranking testis-upregulated genes (of 3002 total), determined by the mean of all four fold change rank values for each of the absolute expression analyses. Basic annotation is represented by a top MegaBLAST hit for each GeneChip^® ^probe set sequence, obtained by a search of the GenBank reference mRNA database. Any supplementary functional annotation information is included if available. E-values for the above BLAST searches are all 0.0, except for *sept4 *(5 e-65) and *cyp17a1 *(1 e-123). Several of the probe sets listed here lack any information with respect to a described mRNA counterpart, and many correspond to hypothetical protein-coding transcripts. 

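The vasa gene, ddx4, whose RNA helicase marks germ cells, read 6051 ± 816 in testis and 21.1 ± 18.7 in male body (172-fold, log2 7.43, SE 0.19, adjusted p = 3.9e-07 from limma). The synaptonemal complex gene sycp1 was at the floor in male body by the probe set of Table 4 and 2202 ± 338 in testis, at least 68.2-fold higher. A second sycp1 probe set read 6047 ± 826 and 58.7 ± 2.3 (log2 6.68). The steroid gene cyp17a1, which the table does not show in bold, was at least 102-fold higher in testis.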

Three of the well-annotated transcripts (in bold text), appear to be reproduction-related.

**Table 5:** Top 15 ranked ovary-upregulated genes within female zebrafish

GenBank acc. #	GenBank reference mRNA sequence	GCOS fold	GC-RMA fold	PM fold	PMMM fold
XR_044724	zgc:109744	5.2	9.8	3.4	5.5

NM_001123299	similar to CG14692-PA	5.0	8.8	3.8	4.4

XM_678859	similar to *tripartite motif protein 33*	4.7	9.6	3.4	5.5

NM_001003609	*microtubule associated serine/threonine kinase-like *(*mastl*) [associated with amino acid phosphorylation]	4.4	7.6	3.6	4.0

BM957577	unknown. No significant BLAST hits.	4.1	7.5	3.4	3.9

NM_200329	*globoside alpha-1,3-N acetylgalactosaminyltransferase 1-like 1 *(*gbgt1l1*) [homologous to *mammalian ABO transferase A*]	5.0	5.6	3.6	3.8

XM_001920491	similar to *Tudor domain-containing protein 6 *(Antigen NY-CO-45) (Cancer/testis antigen 41.2) (CT41.2)	4.9	7.2	2.6	4.6

NM_001017680	*F-box protein 16 *(*fbxo16*)	4.9	6.2	3.1	3.3

NM_001123056	zgc:172124 [homologous to *protein kinase C, eta*]	4.4	9.0	2.6	4.3

NM_001098186	*suppressor of variegation 4-20 homolog 2 *(*Drosophila*) (*suv420h2*)	3.6	12.2	3.9	5.4

NM_001020771	zgc:112481	4.3	5.3	3.1	4.0

XM_001339628	*jumonji domain containing 2A-like *(*jmjd2al*)	4.4	6.3	2.9	3.3

NM_001002551	*non-SMC element 1 homolog *(*S. cerevisiae*) (*nsmce1*)	4.1	6.1	2.6	4.3

NM_001077170	im:7162391, *nephrocystin-1*	3.9	6.5	2.8	3.3

NM_001100948	*granulito*	3.9	5.3	3.2	3.4

Fifteen highest ranking ovary-upregulated genes (of 981 total), determined by the mean of all four fold change rank values for each of the absolute expression analyses. Basic annotation is represented by a top MegaBLAST hit for each GeneChip^® ^probe set sequence, obtained by a search of the GenBank reference mRNA database. Any supplementary functional annotation information is included if available. E-values for the above BLAST searches are all 0.0, except for *nsmce1 *(2 e-152). Several of the probe sets listed here lack any information with respect to a described mRNA counterpart, and many correspond to hypothetical protein-coding transcripts.

Other studies have identified genes upregulated in or specific to zebrafish gonads, based on various methods and expression criteria [28,42,43]. We selected five testis-upregulated and four ovary-upregulated genes from Li et al. [42], and five testis-upregulated and six ovary-upregulated genes from Sreenivasan et al. [28] to confirm that these 20 genes fall into the same expression categories in our study (see "testis-upregulated" and "ovary-upregulated" sections of Table 3). We selected these genes because they ranked at the top of their respective lists in regard to the magnitude of expression bias. 

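For the genes that other studies report as gonad-upregulated (Table 3), all 10 of the testis were called here and 6 of 10 of the ovary. Among the 6 were harbi2 (7070 ± 708 in ovary, 2052 ± 1140 in female body, log2 1.94, adjusted p = 0.0048 from limma), the RNA helicase gene ddx56 (1.27), pdxdc1 (1.00) and the clathrin adaptor gene ap1s2 (1.11). A further called gene, retsatl (0.91, adjusted p = 0.043), was not called without any 1 of the ovary arrays 1, 2 and 3 or the female body arrays 2 and 3, nor with median centring, no intensity trend or any of the 3 plain 2-sample tests. The carrier gene slc35f2 was not called (282.3 ± 205.0 against 106.3 ± 12.3, log2 1.19, SE 0.48, adjusted p = 0.065), although it was with 6 of the alternatives, among them the replicate block (adjusted p = 0.023), quantile normalization and no floor. Nor was the egg coat gene zpax4 (14530 ± 410.0 against 10650 ± 2980, log2 0.49, SE 0.24, adjusted p = 0.11), though it was without female body 1 and with quantile normalization or array weights. The other 2 were a lectin probe set (log2 -0.22, adjusted p = 0.31) and wu:fi40a06 (0.36, adjusted p = 0.21).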

While our study agrees with these other two studies quite well in terms of testis-upregulated genes, there is rather poor agreement over ovary-upregulated genes.

There is a large categorical overlap with respect to sex- and gonad-biased gene expression (Fig. 2). 

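Genes such as hormad1, syce2 and tekt1 stood above both the ovary and the male body. In all, 1970 probe sets were both male-enriched and testis-upregulated, which is 23.6% of the 8330 in either group. They make up 33.2% of the male-enriched and 45.1% of the testis-upregulated probe sets. If both calls were independent, 1864.1 would be shared among the 13898 probe sets tested in both comparisons (odds ratio 1.15, Fisher's exact p = 9.7e-05, two-sided). Both comparisons use the same testis arrays, and probe sets are not independent replicates, so the p describes these arrays only. The excess over independence was not called without testis 1 (odds ratio 1.03, Fisher's exact p = 0.38), without a floor (1.02, p = 0.61) or with the replicate number as a block (1.07, p = 0.075). With array weights and with the filter on a mean of at least 200 the odds ratio was 0.99 and 0.98, not different from 1 (Fisher's exact p = 0.75 and 0.72).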

Approximately 27% of the genes that were identified as being either male-enriched or testis-upregulated intersect. This dual categorical identity also exists for ~23% of genes that are either female-enriched or ovary-upregulated. 

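On the female side the oocyte genes wee2, fbxo16 and foxh1 were higher in the ovary than in both the testis and the female body. Both female-enriched and ovary-upregulated were 2516 probe sets, 51.6% of the 4879 in either group, 73.7% of the female-enriched and 63.2% of the ovary-upregulated. Independence would give 1003.0 shared, and the odds ratio was 16.59. Both comparisons use the same 3 ovary arrays. In 20 simulations of unchanged groups that share those arrays the log2 differences had a correlation of 0.50 over 13550 probe sets, against 0.60 in the data, and a covariance of 0.046, against 1.999. For the testis arrays the correlation was 0.50 in the simulations and 0.06 in the data, and the covariance 0.045 and 0.208. A correlation near 0.50 follows from the sharing alone, so it does not tell how much of an overlap the shared arrays cause. The highest overlap of calls in the simulations was 0. With no probe set changed, hardly any call can pass the adjusted threshold. This 0 therefore does not tell what the shared arrays add to an overlap among real differences. The simulations did not include the pairing of body and gonad by fish.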

In general, a substantial proportion of genes upregulated in the gonads of each sex are also expressed differentially between male and females.

**Figure 2:**
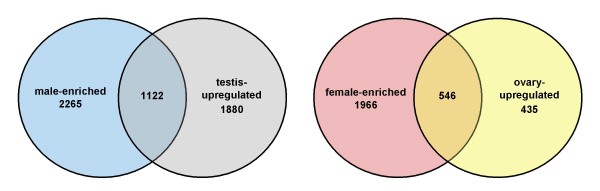
**Overlap of sex- and gonad-biased gene expression**. Male (left) and female (right) Venn diagrams, demonstrating the proportion of genes that fall into both sex- and gonad-biased expression categories. These numbers are based on a "strict consensus" FDR = 0.05, and no fold change threshold. Roughly 33% of male-enriched genes are also significantly testis-upregulated, whereas approximately 22% of female-enriched genes are also significantly ovary-upregulated.

### Validation of microarray expression measurement

We used real-time PCR to confirm transcription bias in a subset of genes, representing the four different microarray expression bias categories relevant in this study (See Methods for details). Seven genes (two ovary-upregulated, two testis-upregulated, two female-enriched, and one male-enriched) were selected based on high fold change rank within each class and amenability to successful PCR amplification. A summary of the validation experiment is shown in Table 6, and raw expression values and statistical tests are reported in Additional File 6. We calculated 95% confidence intervals for transcript abundance, and hence fold change, (*N *= 4 - 5) in each case. The confidence intervals are extremely wide for many of the genes, probably due to real variation among individual fish and a small sample size. Nevertheless, each independent test confirmed a significant expression bias in the expected direction, and confidence interval width seems to scale with variation in array fold change estimates across the four different absolute expression analyses.

**Table 6:** Real-time PCR expression confirmation

Gene class	Gene Name/ GenBank acc. #	Rank	GCOS fold	GC-RMA fold	PM fold	PMMM fold	qPCR 95% CI
Ovary-upregulated	*casp3a * NM_131887	121	3.0	4.7	2.4	2.7	4.6 -15

Ovary-upregulated	zgc:92067 NM_001002377	187	2.4	6.1	2.5	2.7	13 - 57

Testis-upregulated	*sept4 * NM_001082815	1	590	1162	47	161	189 - 518

Testis-upregulated	zgc:92129 NM_001002357	10	349	1785	69	61	740 - 3665

Male- enriched	fx05c05.x1 BM571726	4	810	545	38	283	189 - 488

Female-enriched	wu:fd20g04 XM_001334198	1	458	2190	246	551	1982 - >9999

Female-enriched	wu:fd14c01 XM_677844	2	572	1458	174	479	609 - 3246

Expression levels of sex- and gonad-biased zebrafish genes, as confirmed by quantitative real-time PCR. 

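All 7 genes of Table 6 were called by limma in the direction of their category on these arrays: 1 male-enriched, 2 female-enriched, 2 testis-upregulated and 2 ovary-upregulated. The testis-upregulated sept4 was at the floor in male body and 6900 ± 425 in testis (at least 215-fold), and the male-enriched fx05c05.x1 was at the floor in ovary and 3915 ± 270.0 in testis (at least 122-fold). Of the female-enriched genes, wu:fd14c01 read 13470 ± 462 in ovary and 23.6 ± 24.0 in testis (log2 -8.50, SE 0.21, adjusted p = 4.7e-07). The ovary-upregulated casp3a, a caspase gene, read 508.4 ± 36.0 in ovary and 168.5 ± 41.6 in female body (3.08-fold, adjusted p = 0.0021), and zgc:92067 was 2.36-fold higher in ovary.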

Included are each gene's expression bias category, GenBank identifier and accession number, within-category expression rank, four microarray fold change estimates based on different absolute expression analyses, and qPCR 95% confidence interval for fold change. Some of the confidence intervals are quite wide, but in every case statistically significant (p < 0.05) expression bias was confirmed.

## Discussion

### Masculinization of the zebrafish transcriptome

#### A greater number of male-enriched genes

Our results are consistent with the predictions of the "male sex drive" hypothesis. Three lines of evidence from our study provide reason to believe that gene expression in the zebrafish lineage is "masculinized." First, we discovered a larger total number of male-enriched than female-enriched genes (Table 2), consistent with other animal studies. A recent study, for example, documented this asymmetry in five *Drosophila *species (*D. melanogaster*, *D. simulans*, *D. yakuba*, *D. ananasse*, and *D. virilis*) using species-specific microarrays [12], and additional investigations have reported similar findings in *Drosophila *[11,19,40]. Rin et al. also identified a substantially greater number of male-enriched genes, especially within higher fold change classes, based on a transcriptomic comparison of testis and ovary in mice [14]. In two closely related frog species (*Xenopus laevis *and *X*.*muelleri*), Malone et al. revealed a greater overall number of male-enriched genes and demonstrated an even more pronounced male-biased asymmetry among genes that are also differentially expressed between species [13]. Indeed, others have described a related phenomenon, in which male-enriched genes are greatly overrepresented among groups of genes that demonstrate intra- and inter-specific expression polymorphism, relative to female-enriched and sex-unbiased loci [44-46].

Interestingly, recent studies of sex-biased gene expression in *Danio rerio *have not yielded the same observation of more male-enriched than female-enriched transcripts. In fact, Santos et al. compared ovary and testis transcriptomes in adult zebrafish and reported 1370 male-enriched genes and 1570 female-enriched genes [27], which contrasts with our finding that more genes are male-enriched. One possible source of the discrepancy might be that the experimental animals were treated quite differently in our study. Santos et al. sampled individuals from a "breeding colony" of six males and six females, and histological analysis of experimental ovaries revealed great variation in oogenic stage among individual females [27]. Females in our study spawned on the same day, and were then isolated from males for five days before being sacrificed. Separation of males and females may not reflect conditions zebrafish experience in nature, but our design allowed us to prevent re-mating and standardize reproductive cycles among experimental individuals. Still, a five-day absence of any stimuli produced by the opposite sex might result in significant behavioral and physiological consequences for males and females, and these could explain the differences between the studies. For example, significant changes in gene expression over a very short time period as a consequence of courtship exposure have been documented in *Drosophila *[47]. Additional studies should be conducted to assess the potential for plasticity of sex biases in the transcriptome due to behavioral, environmental, developmental [48,49], and temporal factors.

Differences in array platform and analysis might also explain the discrepancy between studies. Santos et al. employed microarrays constructed from the Sigma-Genosys (Cambridge, UK) Zebrafish OligoLibrary™, which represents approximately the same number of unique transcripts (15,806) as the Affymetrix arrays (14,900), but not necessarily the same transcripts. Furthermore, the expression detection algorithms tailored for Affymetrix GeneChips^® ^are unique, and we applied four of these in this study. It is also worth noting that the microarray fold change estimates from the Santos et al. study are substantially lower (up to 2 orders of magnitude) than the corresponding real-time qPCR fold change estimates, which the authors attribute to spot saturation [27]. Our microarray fold change estimates appear to be more consistent with the real-time qPCR estimates (Table 6), suggesting that array feature saturation is less of a problem in our study. Despite the discrepancy, however, there is agreement between the two studies at the level of expression patterns for individual genes, as nine out of ten top sex-biased genes identified by Santos et al. [27] also appear in our sex-biased gene list (Table 3).

Two other studies addressed sex-biased gene expression in zebrafish, but neither of them is as relevant to this study as the Santos et al. experiment. Wen et al. conducted a whole body male-female comparison of the zebrafish transcriptome using a cDNA microarray representing 8793 unique EST clusters [26]. The authors identified 383 female-enriched genes in their study; however, they make no mention of male-enriched transcripts, and gonads were not analyzed separately. Another microarray study, by Sreenivasan et al., did separate the gonads, in addition to the brain and kidney, from the "rest-of-body," for males and females [28]. They employed cDNA microarrays containing 6370 unique genes derived from zebrafish gonad EST libraries. Sreenivasan et al. reported 881 genes enriched by ≥ 1.5 fold in the testis relative to the common reference control, and 1366 genes enriched by ≥ 1.5 fold in the ovary relative to the common reference control [28]. The report does not provide details regarding the total numbers of male- and female-enriched genes for each organ comparison, so a direct comparison between this study and ours is difficult.

Another surprising result is that we did not identify genes that, according to our strict consensus criteria, demonstrate sex-biased expression at the level of the zebrafish body. A recent study of sex differences with respect to hepatic gene expression, which also utilized the Affymetrix platform, revealed 1249 sex-biased genes (792 male-enriched, 650 female-enriched) in the adult zebrafish liver [30]. Another study, which examined sex differences of the zebrafish brain transcriptome, identified 42 sex-biased genes (18 male-enriched, 24 female-enriched) [29]. This is in stark contrast to Sreenivasan et al. [28], who report 3080 genes as differentially expressed between male and female brains, so it is clear that major differences exist among the other zebrafish studies as well. Our study did not involve a direct organ-to-organ comparison (except for gonads), so it is possible that organ-specific signals of sex-biased gene expression were obscured by background gene expression in other somatic tissues. 

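Signals varied more among the female body arrays than among the male body arrays. Of the vitellogenin genes, vtg3 read 10260 ± 7580 in female bodies, and the yolk protease gene nots 5009 ± 4890. In male bodies the aromatic amino acid decarboxylase gene ddc read 540.8 ± 344.0. Of 11494 probe sets above the floor on all 6 body arrays, 7673 (66.8%) had a larger SD among the female than among the male bodies, with a median SD of 0.38 against 0.25 on the log2 scale. Over each group's own probe sets the median coefficient of variation was 26.2% in female body, 17.7% in male body, 16.4% in ovary and 17.6% in testis. The level of ovary transcripts differed between these arrays too. Female body arrays 1, 2 and 3 held a median of 46.4%, 22.7% and 16.1% of the ovary's signal, over that of male body, for 1925 probe sets high in the ovary, and 34.4%, 60.7% and 82.7% of the male body's signal for muscle genes. With 3 arrays per group, an added log2 change of 1 was recovered for 12% of the probe sets in a simulated body comparison and one of 2 for 67%. Only 200 probe sets were changed in that simulation, so the adjusted threshold was harder to reach than in the data.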

The lack of sexually dimorphic body gene expression in our study could also be a consequence of high among-individual variance in body gene expression, although we took many steps experimentally to reduce this. Furthermore, our statistical criteria for differentially expressed genes were very conservative, so we likely missed some differentially expressed genes, especially if the differences were small. If we relax our criteria and consider a gene differentially expressed if it appears significant in at least one of the four absolute expression comparisons, then we find 112 body sex-biased genes (78 male-enriched, 34 female-enriched). Of these genes, 26 (9 male-enriched, 17 female-enriched) were consistent with the liver results from Robison et al. [30], but none were consistent with the brain study [29]. The list of 112 genes, and corresponding fold change estimates from the four absolute expression comparisons are included as Additional File 3.

#### Greater expression bias for male-enriched genes

The second pattern indicative of a masculinized transcriptome is an increase in the magnitude of differential expression (i.e. fold change) for male-enriched genes relative to female-enriched genes. Based on our results in *Danio*, male-enriched genes on average demonstrate more extreme sex-biases in expression than female-enriched genes (Fig. 1). This trend was also described by Zhang et al. across seven different *Drosophila *species [12]. If transcript abundance is viewed as a quantitative trait, it becomes apparent that males demonstrate considerably more exaggerated trait values for sex-biased genes than do females. In essence, for traits that are sexually dimorphic (i.e. expression levels of sex-biased genes), males on average appear to demonstrate more extreme phenotypes. This concept should be relevant to an integrated understanding of transcriptomic masculinization, "male-driven" evolution, and sexual dimorphism at additional phenotypic levels.

#### More gonad-soma differences in males

A third result of our study related to reproductive processes and sex-specific gene expression patterns is simply that adult male zebrafish demonstrated many more gonad-soma differences in transcript abundance than females. We detected 5340 genes as differentially expressed between testicular and male body tissue (3002 testis-upregulated, 2338 testis-downregulated). In comparison, only 2380 genes were identified as being differentially expressed between ovarian and female body tissue (981 ovary-upregulated, 1399 ovary-downregulated). These striking transcriptional differences at a tissue-specific level are likely reflections of fundamental reproductive differences between males and females. A microarray study of *D. melanogaster *adults revealed a similar sex disparity in gonad-biased gene expression and also reported that the expression magnitude of testis-upregulated genes is substantially greater than that for ovary-upregulated genes [40]. Because none of the 981 ovary-upregulated genes identified in our study demonstrated fold change values greater than four, whereas fold change values for 554 testis-enriched genes exceeded six, zebrafish may also conform to this pattern. A general interpretation of this trend might be that there are more specific transcripts essential to processes that take place in the testes, relative to specific transcripts in ovarian tissue.

A small comparison of testis-upregulated or testis-specific genes from other zebrafish studies [28,42] to those identified as testis-upregulated in our study indicates a high level of agreement (see "testis-upregulated" section of Table 3). In contrast, many of the top ovary-specific or ovary-upregulated genes identified consistently in these studies are absent from our list of top ovary-upregulated genes (Table 5). Why our study differs from the others in this respect remains an open question. Again, the fact that we separated males from females five days prior to sample collection may partially explain the discrepancy, especially if females experience major changes in hormone profiles in the absence of males. High body gene expression variance among females in our samples could also explain why ovary-upregulated genes from the other studies did not demonstrate statistically different expression levels in our study. Additional File 7, a more detailed version of Table 3, includes ten reportedly ovary-upregulated genes and the relevant expression value means, standard errors, and fold change estimates from our data set.

A particularly important class of female reproductive genes, which correspond to members of the zona pellucida egg coat glycoprotein superfamily, demonstrate ovary-specific expression patterns according to several zebrafish studies (*zp1 *[43]; *zp2 *[43,50]; *zp3 *[50,51]). 

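The egg coat probe sets were bright in ovary and female body and far lower in male body and testis, where the highest means were 114.5 and 323.9, both of zp3b. The gene zp2l1 read 9347 ± 92.3 in ovary, 4530 ± 1740 in female body, 8.83 ± 1.3 in male body and 20.2 ± 17.3 in testis. Of the 13 probe sets whose means equal those of Additional file 8 within 0.1%, limma called 5 as higher in ovary than in female body. These were zp3c (log2 1.61, SE 0.23, adjusted p = 0.0013), zp2l2 (1.71, adjusted p = 0.0051), zp2l1 (1.11, adjusted p = 0.0097), zpcx (1.16, adjusted p = 0.018) and zp3a.2 (0.65, adjusted p = 0.042). The call of zpcx was lost without ovary 1, without female body 2 and with median centring. That of zp3a.2 was lost without any 1 of the 3 ovary arrays or the female body arrays 2 and 3, and with median centring, all 12 arrays in 1 fit and no intensity trend. Neither was called in any of the 3 plain 2-sample tests. With equal variances 3 of the 13 were called in those tests, and with unequal variances 0 (4 at an unadjusted p under 0.05). Not called by limma were zp3a.1 (0.57, adjusted p = 0.065), which was called with the filter on a mean of at least 200, and zp3b (0.71, adjusted p = 0.092), which was called with the replicate block (adjusted p = 0.049). Both were called without female body 1, with quantile normalization and with array weights. In place of the 5, 6 were called with the replicate block, 9 without female body 1 and 3 without female body 2 or ovary 1.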

We, however, identified none of the zona pellucida homologs represented on the zebrafish GeneChip^® ^as significantly ovary-upregulated (See Additional file 8 for a list of *zp *genes, expression value means, and standard errors for each absolute expression analysis). This result is surprising, and the expression values in Additional file 8 indicate high female body *zp *expression in addition to expectedly strong expression in ovaries. 

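In female body the zona pellucida gene zp2l1 read 6488, 3938 and 3162 on arrays 1, 2 and 3, and zp2l2 1386, 754.6 and 493.5. All 13 probe sets were higher in female than in male body by limma, with folds from 18.3 for zp2l2 to at least 641 and to 654 for 2 probe sets shared by several zona pellucida genes, and 4 of the 13 in the plain 2-sample test. For zp3a.1 the log2 male minus female was -8.18 (SE 0.24, adjusted p = 5.5e-07). For the 4 probe sets with the highest signals in female body, that signal was above the ovary's by differences limma did not call, as for zp3.1 (19350 ± 1150 against 16830 ± 573, log2 ovary minus female body -0.20, adjusted p = 0.34, though called with array weights). Among probe sets high in the ovary, the female body held a larger share of the ovary's signal the brighter that signal was. The median share was 26.4% at ovary signals of 200 to 1000 and 69.2% above 12000, where these 4 lie. These shares were computed after the values were seen. All 13 zona pellucida probe sets were female-enriched.

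**Figure D3:**
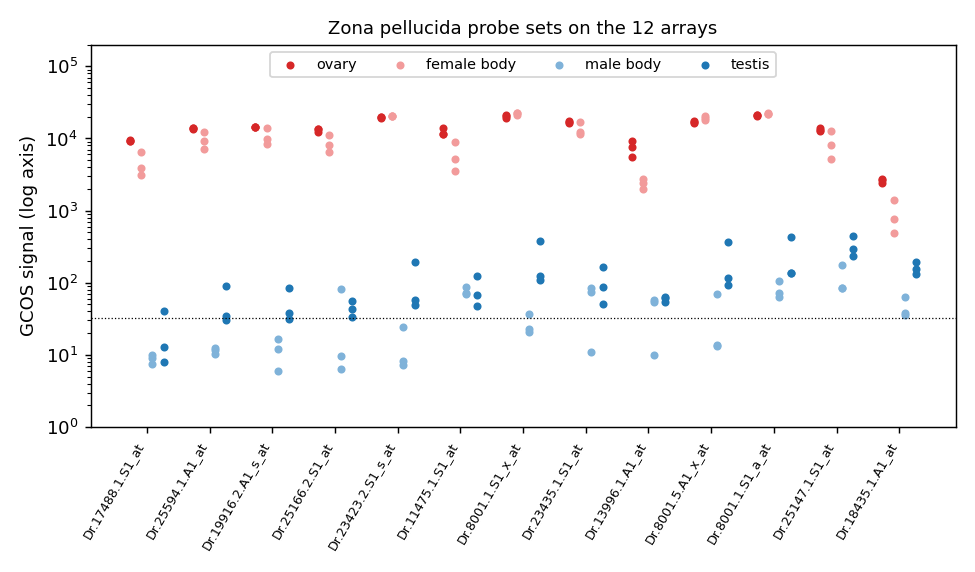
GCOS signal of the 13 zona pellucida probe sets on each of the 12 arrays, on a log axis, 1 point per array and 1 colour per group, with the floor of 32 dotted. For zp2l1 the female body arrays lie between 3162 and 6488 and the ovary arrays near 9347.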

Contamination of the body sample with ovarian tissue could produce this result but is unlikely since we completely removed all visible ovarian tissue from each individual. Even if a dissection left as much as half of the total ovarian tissue inside a body sample, one would not expect equal or greater body transcript abundance (for a truly ovary-upregulated gene), because the contaminating ovary signal would be greatly diluted by the female body RNA. Furthermore, if the female body samples were contaminated with ovarian tissue, we would expect many false positives with respect to male and female body differences, which is clearly not the case. 

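Transcripts known from oocytes and germ cells were present in female body and near the floor in male body. The median signal of 39 oocyte and maternal genes was 3119, 1922 and 1338 on female body arrays 1, 2 and 3, 58.1, 40.9 and 41.4 in male body and 5272, 5641 and 4897 in ovary. For 15 germline and piRNA genes it was 703, 337 and 273 in female body, 67.5, 62.9 and 51.5 in male body and 1417, 1166 and 1052 in ovary. The egg gene btg4 was at least 210-fold and zar1 130-fold higher in female than in male body (adjusted p = 2.2e-06 and 2.9e-05 from limma), and the germ cell gene ddx4 9.60-fold. Of the gonadal somatic and steroidogenic list, cyp17a1 (at least 43.0-fold), cyp11a1.1 (at least 27.4-fold) and hsd3b2 were higher in female body and 6 others, among them star, in male body. The germline gene nanos1 was 3.99-fold higher in male body. The paper holds ovarian tissue in the female body samples to be unlikely. It reasons that visible ovary was taken out, that body RNA would dilute any remainder, and that many differences between the bodies would have appeared.

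**Figure D4:**
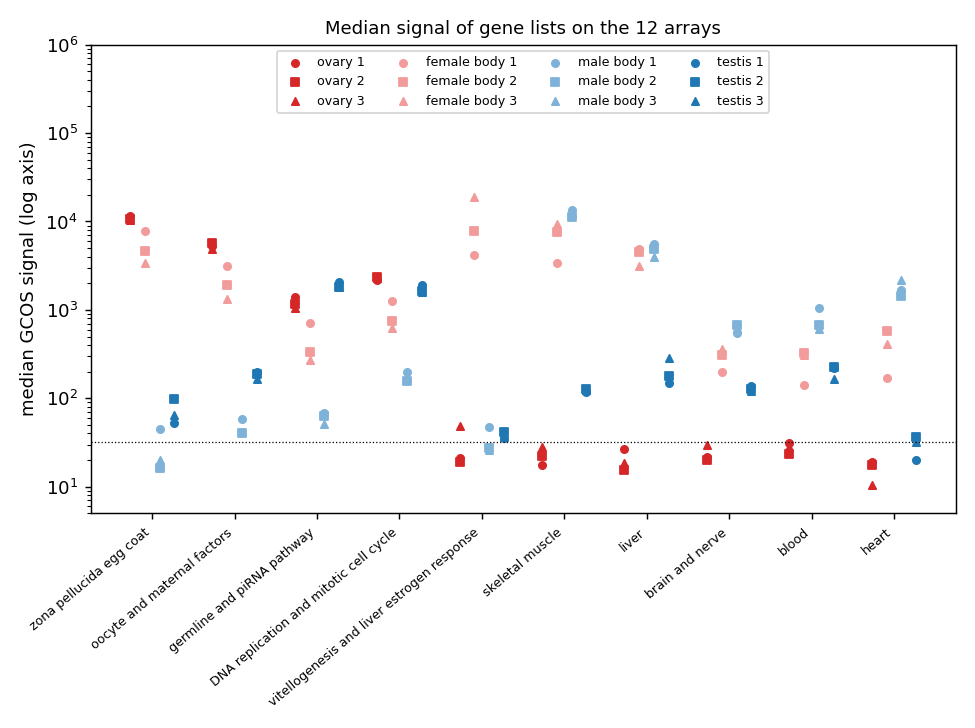
Median GCOS signal of the genes of 10 lists on each of the 12 arrays, on a log axis, 1 marker shape per replicate and 1 colour per group, with the floor of 32 dotted. The oocyte median lies between 1338 and 3119 on the female body arrays and between 40.9 and 58.1 on the male body arrays.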

We, therefore, maintain that high female body *zp *expression in our experiment is either real or a reflection of problematic *zp *array probesets. In general, there seems to be some disagreement across studies with respect to tissue specific patterns of *zp *gene expression. For example, significant expression of *zp1 *and *zp2 *has been documented in ovary-excised females [26], and expression of *zp3 *in female skeletal muscle has also been described [43]. Furthermore, a recent study (which also used Affymetrix zebrafish arrays) of sex-biased gene expression in the liver of zebrafish reported that *zp2.2*, *zp3*, *zp3a.1*, *zp3b*, and *zpcx *are all expressed at high levels and are all female-enriched [30]. Based on an estimate by Liu et al., there are likely 10 - 15 *zp2 *and 17 - 21 *zp3 *paralogs alone distributed throughout the zebrafish genome [52], so assaying expression of individual paralogs may not be as straightforward as is assumed. We cannot say for certain that our results reflect this specific problem, but across-study differences in *zp *probe composition might explain some of the inconsistencies in tissue-specific expression patterns of zona pellucida genes.

### Genomic differences and sex-biased gene expression

In the absence of dosage compensation, having two copies of a sex chromosome (i.e. the homogametic sex) could allow increased expression of sex chromosome genes in the homogametic sex relative to the heterogametic sex [53]. This is not likely the reason for sex-biased gene expression in zebrafish, however, because karyotypes of the *Danio rerio *genome fail to reveal heteromorphic sex chromosomes [54]. Furthermore, no sex-linked genetic markers or key sex-determination loci have been described in zebrafish as of the completion of our study [20,55]. This suggests that sexually dimorphic gene expression and sexual dimorphism are not explained solely or directly by genome differences between male and female zebrafish. A more plausible scenario is that environmental or genetic conditions initiate sexual differentiation, followed by hormonal differences which cascade into large scale sex-biased gene expression and ultimately into other phenotypic aspects of sexual dimorphism, such as morphological and behavioural differences.

### The evolution of sex-biased gene expression

Our study does not specifically address mechanisms potentially responsible for the adaptive evolution of sexually dimorphic gene expression, but these are worth considering here briefly. In general, two processes are capable of generating selection for differential transcript abundance in males and females. Sexual selection could drive the evolution of transcript abundance via mating or fertilization advantages to individuals within a population. Because the general intensity of sexual selection may be different between the sexes [56], it could generate an antecedent for different adaptive trajectories between males and females. Similarly, sex-specific ecological selection could drive the evolution of gene expression via survival, fecundity, or fertility advantages to members of one or the other sex. If there is intrinsic sex-limitation of the novel transcript abundance from the outset, owing to existing sex-differences in genetic background for example, sexual selection or sex-specific ecological selection can automatically result in sexual dimorphism. If not, a secondary mechanism such as intersexual conflict is required to reinforce stable sexual dimorphism in transcript abundance. Under this scenario, a transition to the male- or female- selected expression "optimum" is constrained, due to a different optimum in the opposite sex. This process generates selection for sex-limited gene expression, and sexually dimorphic expression is a possible response.

Few attempts have been made to rigorously test which (if any) of these processes are responsible for the great degree of sex-biased gene expression observed across animal taxa, but work by Connallon and Knowles [57] suggests a signature of sexual conflict in *Drosophila *sex-biased gene expression patterns. Sexual selection in zebrafish has not been quantified formally, but the species exhibits little morphological sexual dimorphism, and observations of mating patterns suggest conditionally high variance in male and female mating success [25]. More extensive studies comparing gene expression patterns among closely related species that differ with respect to the above selective forces will become feasible in the wake of advancing genomics resources for non-model organisms, and this should greatly improve our evolutionary understanding of sex-biased gene expression.

## Conclusion

In general, our microarray results suggest that adult zebrafish demonstrate sexually dimorphic gene expression profiles across a large proportion of the genome. We detected a greater abundance of male- than female-enriched genes, and found that male-enriched genes demonstrate higher fold changes on average than female-enriched genes. Male zebrafish also demonstrated many more expression differences between body and gonads than did females. These findings are consistent with male-biased patterns of gene expression described in studies of other animal taxa, although they are at odds in some ways with recent zebrafish studies. The discrepancies are discussed, but identifying their sources is difficult due to very different objectives, analyses, and experimental approaches across studies. Sex-biases in gene expression deserve attention because they may explain important differences between males and females, an extension of the realization that gene regulation plays a major role in phenotypic evolution.

## Authors' contributions

CMS, GEC, and AGJ, conceived the study and drafted the manuscript. All analyses were conducted at Texas A&M University, and all authors participated in data analysis. CMS prepared the samples and synthesized the analyses. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Annotation information and expression rankings for all male-enriched genes**. Microsoft Excel^® ^spreadsheet containing all male-enriched GeneChip^® ^probe sets, gene identifiers, fold change rank for each absolute expression analysis, overall mean rank, and annotation details if available. Click here for file

Additional file 2 **Annotation information and expression rankings for all female-enriched genes**. Microsoft Excel^® ^spreadsheet containing all female-enriched GeneChip^® ^probe sets, gene identifiers, fold change rank for each absolute expression analysis, overall mean rank, and annotation details if available. Click here for file

Additional file 3 **Genes potentially expressed differentially between male and female body**. Microsoft Excel^® ^spreadsheet containing sex-biased genes (body) significant (FDR = 0.05) in at least one absolute expression comparison, and relevant fold change estimates. Click here for file

Additional file 4 **Annotation information and expression rankings for all testis-upregulated genes**. Microsoft Excel^® ^spreadsheet containing all testis-upregulated GeneChip^® ^probe sets, gene identifiers, fold change rank for each absolute expression analysis, overall mean rank, and annotation details if available. Click here for file

Additional file 5 **Annotation information and expression rankings for all ovary-upregulated genes**. Microsoft Excel^® ^spreadsheet containing all ovary-upregulated GeneChip^® ^probe sets, gene identifiers, fold change rank for each absolute expression analysis, overall mean rank, and annotation details if available. Click here for file

Additional file 6 **Real-time qPCR data**. Microsoft Excel^® ^spreadsheet containing original qPCR expression values, relevant calculations, and statistical test details. Click here for file

Additional file 7 **Detailed across-study comparison of sex- and gonad-biased gene expression in zebrafish**. Microsoft Excel^® ^spreadsheet containing the genes listed in Table 3, plus relevant expression means, standard errors, and fold change estimates for each of the four absolute expression comparisons. Click here for file

Additional file 8 **Zona pellucida expression data**. Microsoft Excel^® ^spreadsheet containing zona pellucida genes represented in this experiment, plus relevant expression means and standard errors for each of the four absolute expression comparisons. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

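RNA was measured in 12 samples of adult zebrafish, 3 each of testis, male body without testes, ovary and female body without ovaries, with 1 Affymetrix Zebrafish Genome array per sample. The intensities analysed are signals that the authors made with GCOS 1.2, per the methods and the labels of the samples: a robust mean over the probe pairs of a probe set, with the mismatch value subtracted, scaled so that the mean of each array after trimming 2% at each end is the same. They are on a linear scale and were not transformed or centred. The scaling was checked on the values, and the group means of the zona pellucida probe sets equalled the GCOS means of Additional file 8 within 0.1%. GC-RMA, PMMM and PM-only values and detection calls were not analysed here.

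Of 15617 probe sets, 115 controls were left out and 15502 analysed. Signals below 32 were set to 32 and log2 transformed, and probe sets at or below 32 on all arrays compared were not tested. No further normalization was applied. Each pair of groups was fitted on its own 6 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend), and the sex difference in the gonad-body contrast on all 12 arrays. P-values are two-sided and adjusted by Benjamini-Hochberg over the probe sets tested, with a threshold of 0.05. Folds are 2 raised to the difference of log2 means, apart from the fold thresholds of 1.5, 2, 4 and 6, which use ratios of arithmetic means of the signals. A fold against a group with all 3 arrays at the floor is a lower bound. Tables were made with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3 and plots with matplotlib 3.10.9.

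Probe sets were named with the array's annotation and the RefSeq gene symbols. Of the probe sets analysed, 10795 have 1 gene symbol, 135 have several and 4572 have none listed, and only the first kind was used for gene names and lists. A gene is represented in a list by its probe set with the highest mean log2 signal. The lists are egg coat (zona pellucida), oocyte and maternal factors, germline and piRNA pathway, meiotic recombination and synapsis, axoneme and sperm flagellum, gonadal somatic and steroidogenic genes, vitellogenesis and liver estrogen response, ribosomal proteins, proteasome, oxidative phosphorylation, DNA replication and cell cycle, reference genes, and markers of muscle, liver, pancreas, brain and nerve, eye, skin, blood, intestine and heart. They were tested with camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over lists within a comparison. The genes named are the 10 with the largest difference in each direction of a comparison whose groups do not overlap (chance gives 10.0% of genes with groups apart at 3 against 3), genes the paper names, whose published values had been seen, and list members with the highest mean or described with their group. Published genes were matched to probe sets by their means.

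The magnitude of bias was compared with a permutation test of the mean rank with 100000 resamples, and overlaps with Fisher's exact test. The correlation of the log2 differences was also set against 20 simulations in which unchanged groups share an array group. Alternatives were another floor or none, a filter on a mean of at least 200, quantile normalization, median centring, 1 fit of all 12 arrays, no intensity trend, array weights, the replicate number as a block, the plain 2-sample tests, fold thresholds and leaving out each array in turn. These choices, the lists and the tests were set before the data were examined, apart from those named in the closing section. Whether replicate numbers pair the samples was tested by the correlation of deviations from group means between body and gonad arrays.

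The steps were tested on simulated data with 200 changed probe sets per comparison and the same SD in each group. With so few changed, the adjusted threshold was harder to reach than in the data. A log2 change of 1 was recovered for 39% in testis against ovary, 12% in male against female body, 35% in testis against male body, 11% in ovary against female body and 16% in the sex difference, and a change of 2 for 85%, 67%, 79%, 63% and 65%, with 10, 7, 8, 3 and 6 false calls. The median signal lay between 183.8 and 195.7 on the female body arrays, 189.7 and 193.4 on male body, 103 and 129 on ovary and 200 and 208 on testis, and the 100 brightest probe sets held 14.8% to 19.5%, 19.3% to 21.7%, 13.8% to 14.5% and 13.6% to 14.7% of the signal. The real-time PCR was not analysed here.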

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

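The regroupings of the arrays, their comparison by fish, and the count at 4-fold among probe sets above the floor were tests chosen after the counts were seen.

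The elevation of genes in the gonad over the body differed between the sexes in a test of the difference itself, with 3476 probe sets higher in males and 1902 higher in females. A higher signal in female than in male body raises this difference by arithmetic. Germline and DNA replication genes had such a signal (median log2 male minus female body -3.25 and -1.8). The test by itself does not separate it from a difference between the gonads. By list the median log2 difference, males minus females, was 4.59 for axoneme, 4.17 for meiotic, 3.34 for germline and piRNA, 1.62 for DNA replication, 0.71 for ribosomal protein and 0.67 for proteasome genes. It was 7.44 for vitellogenesis, 4.24 for pancreas, 2.64 for skin and 2.17 for liver genes, and -2.08 for heart genes. For vitellogenesis genes the bodies differed more than the gonads, with medians of -7.4 in male minus female body and 0.04 in testis minus ovary. For pancreas, skin and liver genes the gonads differed more. Their medians were 4.05, 3.01 and 2.39 in testis minus ovary, and -0.18, 0.49 and 0.36 in male minus female body. Of 5 vitellogenesis genes all 5 were called, of 13 pancreas genes all 13, of 33 liver genes 21, of 25 skin genes 17 with 1 the other way (18 and 1 adjusted over the list alone), of 73 ribosomal genes 43 (49), of 49 proteasome genes 26 (27) and of 6 heart genes 3 the other way. With an estimated correlation only the axoneme list was called, and the adjusted p was 0.27 for vitellogenesis, 0.38 for pancreas and liver, 0.45 for skin, 0.7 for ribosomal and 0.4 for proteasome and heart genes. The remaining lists were not called: gonadal somatic 10 and 3 of 23, oxidative phosphorylation 6 and 11 of 85 (5 and 9), reference 1 and 2 of 10, muscle 12 and 4 of 35 (14 and 4), brain 10 and 6 of 29, eye 4 and 1 of 22 (3 and 0), blood 6 and 2 of 17, intestine 1 and 1 of 11 (1 and 0).

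Among 100 regroupings of the 12 arrays, 4 with the real one gave as many probe sets as the real 5378, and the highest other gave 7583. Of the 100, 92 part the body and gonad of a fish, taken as the samples of the same sex and replicate number. The 10 regroupings that keep every fish together are too few for a share under 0.05. There 1 of the 10, the real one, gave 5378 and the highest other 1. Those that parted 2 fish gave at most 4588, those that parted 4 at most 7583 and those that parted 6 gave 0. All regroupings with more than 334 probe sets kept testis and ovary apart, and apart from the real one they mixed only the bodies. Parting of fish alone therefore does not account for the high counts. For testis against ovary, male against female body, testis against male body and ovary against female body, the 10 regroupings of 6 arrays are too few for a share under 0.05. There 1.0 of the 10, the real one, gave 9347, 4613, 8841 and 8159, and the highest others 0, 1, 0 and 0.

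In female body against male body, a comparison in which the paper calls no gene under its strict criteria, the oocyte and maternal list had a median log2 of 5.37, the germline list one of 3.25 and the vitellogenesis list one of 7.40. Production of egg coat proteins by the body itself is argued against as the only cause. It would leave the other oocyte and germ cell genes near 0, but the germline list reached 0.295 of the ovary's signal. An added contribution of the body to the egg coat genes would not change the germline value, so it stays open. Scaling of the arrays is argued against as well, since at least 0.88 of the body calls remained with quantile normalization and median centring. Ovary RNA in the female body samples stays a candidate explanation for the egg coat, oocyte and germline genes: their median shares were 48.0%, 42.0% and 29.5%, the lowest being 0.61 of the highest, and 1925 other ovary probe sets had 28.3%. The vitellogenesis genes were near the floor in the ovary, so ovary RNA leaves them unexplained, and a difference between the sexes stays open for them. Whether ovary RNA also accounts for the lower brain, blood and heart markers in female body was not tested.

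There were more male- than female-enriched probe sets (ratio 1.74). The authors' scaling stays open as a candidate explanation. The ratio was 0.98 with quantile normalization and 1.74 with median centring. Quantile normalization by its construction gives every array the same distribution of signals, so it could also remove a biological difference. The 0.98 therefore does not tell scaling from such a difference. At ratios of at least 2 and 4, taken on signals without that normalization, 3764 and 2889 of its calls were male-enriched and 2615 and 1082 female-enriched. Transcripts under the floor in the ovary stay open too: among 9023 probe sets above the floor on all 6 gonad arrays there were 3077 male- and 3090 female-enriched, a ratio of 1.0. That restriction by its construction takes away genes silent in 1 gonad, which would also be lost if they were a biological difference. A larger set of genes active in the testis was not told from these explanations by any test.

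Far fewer probe sets were strongly ovary-upregulated than testis-upregulated, 73 against 1534 at 4-fold. Transcripts under the floor are argued against, since among probe sets above the floor on all 6 arrays of each comparison the numbers were 59 and 1047, a ratio of 0.056, although this restriction takes away genes silent in the body and so lowers the testis number more. Ovary RNA in the female body samples stays a candidate explanation. Against the male body 2170 probe sets were at least 4-fold higher in the ovary, 1.41 times those of the testis. The male body differs from the female body also in sex, which this test leaves open.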

How the results depend on the processing

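The block of each fish, the restriction to probe sets at the floor in the ovary, and the male body arrays in place of female body arrays were chosen after the data were examined. Of the counts and shares below, 248 values under alternatives kept direction and side of the threshold or stayed within 1.5 times, and 56 counts moved. A further 4 results were no longer called, and 2, both of the male overlap, passed to an odds ratio under 1 without being called. Of the gene lists and named genes, 3081 kept, 199 were no longer called, 26 newly called and 2 reversed. Unless stated, the cause was not tested.

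With the plain test with unequal variances there were 3171 male- and 2079 female-enriched, 1933 testis-up and 1480 testis-down, 10 ovary-up and 11 ovary-down probe sets, 2 and 0 higher in male and female body (2842 and 893 at an unadjusted p under 0.05), and 608 and 545 in the sex difference. With equal variances the body counts were 32 and 21 on linear and 622 and 762 on log2 signals, and the sex difference on linear signals had 1908 higher in males and 2401 in females, so that the larger group changed. By construction fewer passed at 4-fold and 6-fold: male-enriched 3328 and 2525, female-enriched 1064 and 698, male body 151 and 36, female body 765 and 519, testis-up 1534 and 1019, testis-down 1489 and 994, ovary-up 73 and 2, sex difference 2042 and 1459 in males, 373 and 157 in females, and ovary-down 2284 at 6-fold.

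With array weights, whose estimation did not converge in some fits, 5840 and 3139 probe sets were higher in male and female body. Median centring gave 2858 testis-up, 6849 testis-down and 2515 ovary-up, and quantile normalization 3076 higher in females in the sex difference. With quantile normalization 83 of 9347 testis-ovary calls had the opposite direction, and the ribosomal and reference lists reversed in testis against male body (medians 0.25 and 0.11). The filter on a mean of at least 200, which tests fewer probe sets, left 3876 male-enriched and 2479 ovary-down, and a floor of 100 left 2655 ovary-down. Among probe sets at the floor in the ovary 1312 and 12 were higher in male and female body. Against the male body 6422 were lower in the ovary.

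The magnitude difference was 0.02 with a floor of 100. The male overlap was 20.9% without a floor and 23.2% with the replicate block, where it no longer exceeded independence. It was 30.8% with the filter and 22.4% with array weights, where it did not differ from independence (odds ratios 0.98 and 0.99, Fisher's exact p = 0.72 and 0.75). Camera with an estimated correlation called 1 list in place of 66 of 84 in the 4 pairs of groups, and only the axoneme list in the sex difference.

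Without 1 array the ranges were 5440 to 5928 male-enriched, 3079 to 3352 female-enriched, 817 to 3531 and 1036 to 2237 in male and female body, 3950 to 4122 testis-up, 3820 to 4198 testis-down, 2748 to 4427 ovary-up, 3626 to 4922 ovary-down, 2994 to 3864 and 1484 to 2129 in the sex difference, 0.19 to 0.25 in magnitude, and 21.1% to 23.6% and 43.5% to 53.2% in the overlaps. The male overlap of 21.1% without testis 1 no longer exceeded independence, and the body counts without each array stand with the body comparison. Body and gonad arrays of the same number deviated together (correlations 0.25, 0.32 and 0.39 in females, 0.30, 0.30 and 0.29 in males). Between the sexes, arrays of the same number had 0.05, 0.08 and 0.17 for the bodies and 0.02, -0.11 and -0.03 for the gonads. The numbers were therefore taken to pair body and gonad of a fish, which the labels do not state. The replicate block moved no count by more than 1.5 times. Among the lists, overlaps and named genes, it changed the calls of the male overlap, slc35f2 and zp3b alone. With it 4129 of the 4613 body calls and at least 0.96 of those of each other comparison remained. With each fish as a block the sex difference had 3648 and 2046. On the ovary arrays the 33.0% to 35.7% of probe sets at the floor limit what can be compared.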

Differences from the paper's values

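All alternatives named here were set before the data were examined. The paper's counts are a consensus over 4 algorithms at an adjusted threshold of 0.05, and the counts here use GCOS alone with limma at the same threshold, so the numbers of algorithms differ. Of 24 counts 20 differed, of 4 overlap percentages 2, of 40 folds of Table 3 2, of 15 of Table 4 3, of 15 of Table 5 0 and of 7 of Table 6 1.

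For male-enriched probe sets the paper gives 3387, and 5934 were found here. With folds of at least 1.5, 2, 4 and 6 the paper gives 3219, 2576, 1196 and 728, against 5737, 4997, 3328 and 2525. The first 3 of these 5 differences were within 1.5 times with a floor of 100 (4270, 4070 and 3438), the filter on a mean of at least 200 (3876, 3673 and 3061), quantile normalization (4494, 4231 and 3764) and the plain 2-sample test with unequal variances (3171, 3093 and 2764). They were not with the other alternatives, and those at 4-fold and 6-fold were not with any. For female-enriched probe sets with folds of at least 2, 4 and 6 the paper gives 1684, 664 and 413, against 2528, 1064 and 698. With unequal variances they were 1688, 776 and 518, within 1.5 times. At 2-fold the count was also within 1.5 times with a floor of 100, the filter, median centring, no intensity trend, array weights, both plain tests with equal variances and without each array, and not with no floor, quantile normalization, all 12 arrays in 1 fit or the replicate block. At 4-fold and 6-fold the other alternatives left the difference.

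For testis-upregulated probe sets with folds of at least 2, 4 and 6 the paper gives 2159, 925 and 554, against 3341, 1534 and 1019. With unequal variances they were 1654, 861 and 562, within 1.5 times. At 2-fold this also held with a floor of 100 (3079), the filter (2930), median centring (2846), the plain tests with equal variances on linear (2904) and log2 signals (3084) and without male body 3 (3226), and not with the others. For testis-downregulated the paper gives 2338 and 4475 were found, within 1.5 times with the filter (3227) and the plain test with equal variances on linear signals (3344) and not with the others. For ovary-upregulated the paper gives 981, and 842, 426, 0 and 0 with folds of at least 1.5, 2, 4 and 6, against 3982, 3875, 2736, 73 and 2. Of these only the last was reached, with unequal variances (0). For ovary-downregulated the paper gives 1399 and 4177 were found, and no alternative came within 1.5 times. Of the paper's 981 ovary-upregulated probe sets, 958 were also called here.

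Between male and female body the paper gives 78 and 34 probe sets in any 1 of its algorithms, and 2688 and 1925 were found, and no alternative came within 1.5 times of either. With GCOS alone the plain test on linear signals gave 32 and 21 here with equal variances and 2 and 0 with unequal variances (2842 and 893 at an unadjusted p under 0.05), against the paper's 32 and 20 in the GCOS part of its list. The methods name a standard test and do not state the scale or the variances. For the overlap of female-enriched and ovary-upregulated the paper gives 23% of either and 22% of the female-enriched, against 51.6% and 73.7%, and no alternative closed the gap.

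Folds in the tables are ratios of arithmetic means, and on that scale 72 of 77 values matched within 1% and 75 within 3%. On the log2 scale with a floor, the paper's 12.96 for the unknown testis-upregulated transcript of Table 3 was 7.03 (12.96 with arithmetic means, 18.5 without a floor), its 404 for zgc:56699 (gtsf1) 195.7 (403.9, 518.5), its 287 for vasa 172.0 (287.2, 392.1, 252.1 with quantile normalization), its 187 for wu:fj98c04 (rnf17) 97.56 (187.4, 228.3) and its 572 for wu:fd14c01 361.7 (571.7, 895.0, 481.6 with quantile normalization, 420.9 without testis 2). These alternatives were within 1.5 times of the paper's fold, apart from the 895.0, which was within its SE of the paper's fold, and the others were not. For ccng2 the paper's Table 3 gives 328.39, against 14.75 here and 13.9 with arithmetic means. No alternative came near it, and the paper's Additional file 7 gives 13.90 for it. For a lectin of Table 3, reported as ovary-upregulated by another study, the paper gives 1.17 and no rank. The ratio of ovary to female body was 0.858 here, with 21040 in female body and 18040 in ovary, so the 1.17 is that ratio in the other direction.

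The paper calls none of the zona pellucida probe sets ovary-upregulated, and 5 of 13 were called here, 3 with the plain test with equal variances and 0 with unequal variances (4 at an unadjusted p under 0.05). The paper gives no rank to the male-enriched hsp70 (log2 1.79 here), to cimip2b among its testis genes of Table 3 (6.80), or to harbi2 (1.94), pdxdc1 (1.00), retsatl (0.91) and an unknown transcript (1.11) among its ovary genes, and limma called all of them here. It states that it found no bias between male and female bodies under its criteria. By limma 4613 were called here.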

Other observations

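The mixture of ovary and male body described here, and the shares by signal level, were computed after the female body values were seen.

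Some genes of the female body followed neither the ovary nor the male body. The yolk genes vtg2, vtg3 and vtg4 and the yolk protease gene nots read 31440, 10260, 18340 and 5009 in female body, and 145, 28.0, 37.2 and 56.4 in ovary, where yolk is stored. The estrogen receptor gene esr1 was 4.06-fold higher in female body (adjusted p = 0.033 from limma), not called without female body 2 or any 1 of the 3 male bodies, with a floor of 100 or with median centring. In male bodies the bile acid gene cyp8b1.3, the keratin gene krt95, the cytochrome gene cyp2k22, the bile acid gene cyp8b1.1 and the amine synthesis gene ddc stood highest over female bodies, in this order, among genes whose groups do not overlap.

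A weighted sum of the mean ovary and mean male body signals was fitted to each female body array over 9455 probe sets. The weights were 51.4% ovary and 39.2% male body on array 1, 29.4% and 60.9% on array 2, and 21.8% and 69.2% on array 3. Across probe sets, which are not independent replicates, the correlation with the fitted sum was 0.93 on each array, against 0.45, 0.70 and 0.79 with male body alone and 0.69, 0.44 and 0.32 with ovary alone. At least 4-fold above the fitted sum on every array were 10 probe sets, among them vtg4 (log2 9.08), vtg2 (8.89), vtg3 (7.62), nots (6.75), cyp2k6 (4.91) and aqp12 (2.48), and at least 4-fold below were 14, among them cyp8b1.3 (-4.86), krt95 (-3.46), cyp2k22 (-3.21), ddc (-2.71) and cyp8b1.1 (-2.59). These genes were chosen after their values were seen.

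The share of the ovary's signal in female body, over that of male body, was 73.5%, 42.0% and 31.1% on arrays 1, 2 and 3 for the egg coat list, 58.9%, 37.9% and 24.4% for oocyte genes, 54.7%, 20.7% and 16.5% for germline genes, 48.5%, 23.1% and 17.7% for DNA replication genes and 46.4%, 22.7% and 16.1% for 1925 other probe sets (quartiles of the mean 23.1% and 35.0%). By ovary signal it was 26.4% from 200 to 1000, 28.4% to 4000, 37.0% to 8000, 49.7% to 12000 and 69.2% above. Markers of body tissues had median signals relative to male body of 34.4%, 60.7% and 82.7% for muscle, 30.0%, 51.3% and 62.3% for brain, 70.5%, 80.1% and 70.7% for liver, 6.8%, 36.1% and 20.3% for heart, 11.2%, 39.0% and 37.4% for blood and 117.9%, 144.2% and 128.9% for pancreas.

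Against the male body, 4649 probe sets were higher in the ovary, 4504, 3850, 2170 and 1452 of them with ratios of at least 1.5, 2, 4 and 6. Of the paper's 981 ovary-upregulated probe sets, 856 were also higher in female than in male body and 401 were called so by limma.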
